# Platelet factors are induced by longevity factor klotho and enhance cognition in young and aging mice

**DOI:** 10.1038/s43587-023-00468-0

**Published:** 2023-08-16

**Authors:** Cana Park, Oliver Hahn, Shweta Gupta, Arturo J. Moreno, Francesca Marino, Blen Kedir, Dan Wang, Saul A. Villeda, Tony Wyss-Coray, Dena B. Dubal

**Keywords:** Cognitive ageing, Spatial memory, Learning and memory

## Abstract

Platelet factors regulate wound healing and can signal from the blood to the brain^1,2^. However, whether platelet factors modulate cognition, a highly valued and central manifestation of brain function, is unknown. Here we show that systemic platelet factor 4 (PF4) permeates the brain and enhances cognition. We found that, in mice, peripheral administration of klotho, a longevity and cognition-enhancing protein^3–7^, increased the levels of multiple platelet factors in plasma, including PF4. A pharmacologic intervention that inhibits platelet activation blocked klotho-mediated cognitive enhancement, indicating that klotho may require platelets to enhance cognition. To directly test the effects of platelet factors on the brain, we treated mice with vehicle or systemic PF4. In young mice, PF4 enhanced synaptic plasticity and cognition. In old mice, PF4 decreased cognitive deficits and restored aging-induced increases of select factors associated with cognitive performance in the hippocampus. The effects of klotho on cognition were still present in mice lacking PF4, suggesting this platelet factor is sufficient to enhance cognition but not necessary for the effects of klotho—and that other unidentified factors probably contribute. Augmenting platelet factors, possible messengers of klotho, may enhance cognition in the young brain and decrease cognitive deficits in the aging brain.

## Abstract (web summary)

The authors found that klotho, a longevity and cognition-enhancing factor, can increase the levels of multiple platelet factors in plasma, including PF4. PF4 treatment, which permeated the brain, in turn, enhanced cognition in young and old mice.

## Main

Platelets are small, anuclear blood cells that store bioactive factors in specialized cytoplasmic compartments^2^. Upon environmental stimulation such as exercise, tissue injury or stress, varying forms of platelet activation cause context-dependent and selective release of contents. Thus, diverse forms of platelet activation transduce fundamental biologic actions ranging from hemostasis to neurogenesis^1^. Likewise, platelet dysfunction is implicated in inflammation, bleeding and central nervous system diseases^8^. The idea that platelets could be messengers of brain health is supported by observations that exercise activates platelets and subsequent release of platelet factor 4 (PF4) supports hippocampal neurogenesis^1^. However, whether platelet factors—defined as proteins released from platelet granules and lysosomes upon platelet activation—could modulate cognition itself, a highly valued and central manifestation of brain function that declines with aging and disease, is unknown. This is an important knowledge gap since cognitive dysfunction is among our biggest biomedical challenges with no effective treatments. We thus investigated platelet factor function on underlying substrates of cognition, and on cognition itself.

Klotho is a longevity factor^9–11^ that improves cognitive functions^3–5,7,12,13^. It circulates as a hormone following cleavage from its transmembrane form and impacts insulin^14^, fibroblastic growth factor (FGF)^15^, Wnt^16^ and *N*-methyl-d-aspartate receptor (NMDAR) signaling^3–5^. Human genetic variation of *KLOTHO* increases its systemic levels^3,17,18^ and associates with enhanced brain connectivity^17^ and cognition^3,17,19,20^ in aging human populations. In experimental studies of mice, acute and systemic elevation of the secreted form of α-klotho (klotho) increases synaptic plasticity, cognition and neural resilience^5,21^. Highlighting its therapeutic potential, systemic treatment with klotho levels present during the human lifespan also enhances cognition in the aging nonhuman primate brain^6^—in the context of increased genetic, anatomic and functional complexity. Since peripherally injected klotho does not cross into the brain^5,22^, peripheral messengers that transduce its signals remain to be identified. We therefore investigated potential klotho-related cognitive signals—and unexpectedly encountered platelet factors.

## Longevity factor klotho increases systemic levels of platelet factors

An untargeted proteomic analysis identified platelet biology as a target of klotho. We hypothesized that klotho engages peripheral messengers that transduce signals into the brain. To identify klotho-related cognitive signals, we performed an untargeted mass spectrometry-based proteomic profiling of plasma isolated from mice 4 h following peripheral treatment with vehicle or klotho and a cognitive task, exploration of a Y maze (Fig. 1a). As expected^5,6,21^, klotho enhanced cognition (Fig. 1b) within 4 h, when systemic klotho levels were increased by approximately five-fold^6^. Quantitative analysis of plasma proteomics identified that klotho increased several factors (Fig. 1c and Supplementary Table 1); of the top six (*Q* value, *P* < 0.05, >2 fold increase), 66% were platelet factors resulting from platelet activation and subsequent α-granule release (Fig. 1d). These findings suggested that systemic klotho influences platelets; specifically, it suggested that klotho could activate platelets and increase expression of proteins released from platelets.

**Fig. 1:**
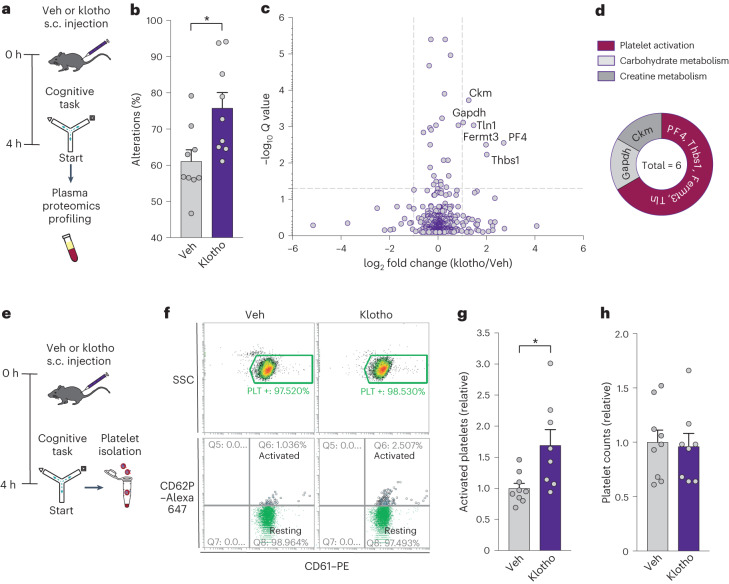
Klotho induces platelet activation in the blood and increases circulating platelet factors. **a**, Paradigm for plasma proteomics profiling. Young mice (male, age 4 months) were treated with either vehicle (Veh) (*n* = 10 mice) or klotho (*n* = 9 mice) (s.c., 10 μg kg^−1^) followed by plasma proteomics analysis. **b**, Percentage of alternations among arms during exploration of the Y maze. Young mice (male, age 4 months, *n* = 9 mice per group) were treated with either Veh or klotho. *P = 0.014 (two-tailed *t*-test). **c**, Plasma proteomics by mass spectrometry analysis 4 h after treatment with Veh or klotho identified six differentially expressed proteins (*Q* < 0.05, dashed horizontal line; and fold change >2, dashed vertical line). **d**, Canonical functions of top six differentially expressed plasma proteins following klotho treatment (*Q* < 0.05 and fold change >2). **e**, Paradigm for measuring platelet activation. Young mice (male, age 5 months, *n* = 8–9 mice per group) were treated with either Veh or klotho (s.c., 10 μg kg^−1^) followed by platelet isolation from whole blood and then platelet activation analysis by FACS with markers CD61 and CD62P. **f**, Flow cytometry plots from FACS showing platelet populations. The upper graphs show density plots of the platelets, gated by side scatter (SSC) (for granularity) and CD61 positivity. The lower graphs show dot plots of the percentage activated (CD61 and CD62P-positive) and resting (CD61-positive only) platelets. **g**, Quantification of activated platelets in young mice following treatment with Veh (*n* = 9 mice) or klotho (*n* = 8 mice). *P = 0.014 (two-tailed *t*-test). **h**, Quantification of platelets counts in young mice following treatment with Veh (*n* = 9 mice) or klotho (*n* = 8 mice). Data are presented as mean ± s.e.m. Source data

We next tested whether systemic klotho treatment can activate platelets. Mice underwent vehicle or klotho treatment; 4 h later, following exploration of a Y maze, platelets were immediately isolated from whole blood and sorted by fluorescence-activated cell sorting (FACS) (Fig. 1e). We quantified platelet activation levels by flow cytometry^8,23^, expressed as the percentage of activated platelets (CD62P positive) within the total platelet population (CD61 positive), using established methods^1,24,25^. Resting levels of platelet activation were derived from platelets isolated from mice without addition of any platelet-activating agonists. Acute klotho treatment followed by a cognitive task nearly doubled the resting level of platelet activation (Fig. 1f,g and Extended Data Fig. 1) without altering the number of platelets (Fig. 1h). Levels of activation were lower than those following known agonist exposure^26,27^ or thrombosis^28,29^. It should be noted that activated platelets marked by CD62P (or P-selectin) are rapidly cleared from peripheral blood. Thus, these results may underestimate the amount of activated platelets or, alternatively, include some platelet activation during sample preparation. Despite these caveats, systemic klotho treatment significantly increased platelet activation.

We wondered how klotho activates platelets. We first measured if it might acutely increase plasma FGF23, as observed in long-term transgenic klotho overexpression^30^. Four hours following acute vehicle or klotho treatment—at the same time of klotho-mediated platelet activation and cognitive enhancement—there were no differences in systemic levels of FGF23, vitamin D, phosphorous or other related measures between the groups (Extended Data Fig. 2). This suggests that klotho probably activates platelets through FGF23-independent pathways. We then investigated whether klotho can directly activate isolated platelets, in the absence of other plasma factors. We collected platelets from mice following a cognitive task and added vehicle or klotho onto the isolated platelets in vitro (Extended Data Fig. 3a,b) followed by FACS analysis. Direct application of klotho weakly activated isolated platelets (Extended Data Fig. 3c), and did so in a manner potentially dependent on ADP (Extended Data Fig. 3c). Notably, these in vitro data do not rule out other indirect mechanisms linking klotho to platelet activation. It is interesting to speculate that weak agonism of platelets, such as with klotho, may serve to modestly activate release of alpha granules, and thus release chemokines—but ultimately avoid hemostasis and clot formation. How low levels of klotho-mediated platelet activation could differ or converge upon other paths to platelet activation, such as through exercise, remains to be investigated.

## Klotho-mediated cognitive enhancement may require platelet activation

To follow on the finding that klotho activates platelets, we tested if platelet activation may be necessary for klotho-mediated cognitive enhancement. We implemented pharmacologic platelet inhibition, requiring at least 3 days of oral aspirin (ASA) and clopidogrel (CPG) administration^31,32^. It should be noted that ASA/CPG is a robust, but not specific, inhibitor of platelet activation used for human cerebrovascular and cardiovascular therapies. While CPG more precisely targets the P2RY12 purinergic receptor on platelets to block ADP-mediated platelet activation^33^, ASA inhibits COX1 largely in platelets but also throughout the body, among its many actions^34^. Despite this caveat, this treatment paradigm is a powerful blocker of platelet activation, even in mice^31,32^.

We next verified that pharmacologic platelet inhibition blocked klotho-mediated platelet activation (Fig. 2a–d). Using this paradigm, we then tested cognition in the Morris water maze and the two-trial Y maze (Fig. 2e). In the Morris water maze, as expected^5,21^, klotho treatment enhanced spatial learning and memory (Fig. 2f,g); remarkably, ASA/CPG completely blocked klotho-mediated learning (Fig. 2f). There were, however, no differences in time spent in target quadrants (Extended Data Fig. 4). There were also no differences in swim speed, or ability to find the target platform, identified by a visual cue (Extended Data Fig. 5a,b) among the groups—indicating a specific effect on cognition. In the two-trial Y maze, ASA/CPG blocked klotho-mediated cognitive enhancement by measures of learning and memory (Fig. 2h). Neither ASA/CPG nor klotho treatment altered measures of anxiety-like behavior in the elevated plus maze (Extended Data Fig. 5c) or of total activity in the open field (Extended Data Fig. 5d). Thus, this paradigm of pharmacologic platelet inhibition specifically blocked klotho-mediated cognitive enhancement measured by two cognitive tests without altering other behaviors. While a main target of ASA/CPG is blocking platelet activation, the contribution of nonspecific effects of ASA cannot be ruled out.

**Fig. 2:**
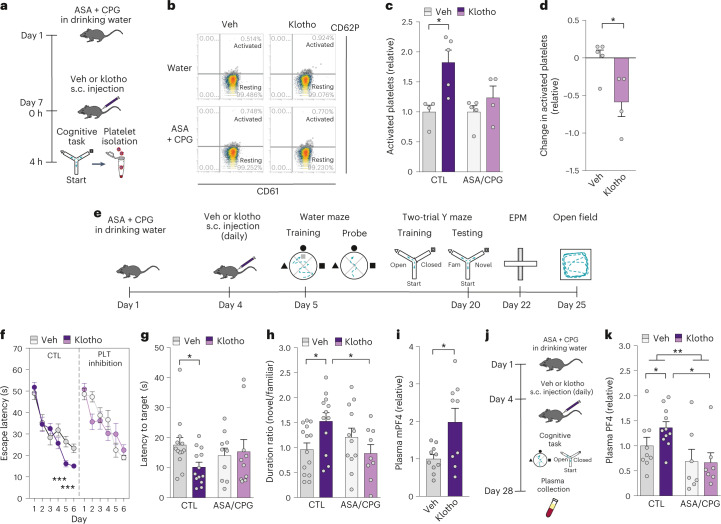
ASA/CPG treatment inhibits platelet activation and blocks klotho-mediated cognitive enhancement. **a**, Paradigm of treatment by aspirin (ASA, 0.4 mg ml^−1^ in drinking water) and clopidogrel (CPG, 0.15 mg ml^−1^ in drinking water) followed by treatment with vehicle (Veh) or klotho (s.c., 10 μg kg^−1^) in young mice (male, age 6 months, *n* = 4–5 mice per group). **b**, Flow cytometry plots from FACS showing platelet (PLT) populations in the experimental groups. Graphs show dot plots of the percentage activated (CD61 and CD62P-positive) and resting (CD61-positive only) platelets. **c**, Quantification of activated platelets in young mice with (ASA/CPG) or without (control, CTL) platelet inhibition following Veh or klotho treatment (*n* = 4 mice for CTL/Veh; *n* = 5 mice for CTL/klotho; *n* = 5 mice for ASA/CPG/Veh; *n* = 4 mice for ASA/CGP/klotho). Two-way ANOVA: interaction *P* = 0.092. *P = 0.028 (two-tailed *t*-test) (Benjamini–Hochberg). **d**, Change in activated platelets with klotho treatment (*n* = 5 mice for Veh; *n* = 4 mice for klotho). *P = 0.025 (two-tailed *t*-test). **e**, Paradigm of ASA/CPG administration and Veh or klotho treatment (s.c. 10 μg kg^−1^, daily) followed by cognitive testing (male, age 4 months, *n* = 9–14 mice per group) (elevated plus maze, EPM). **f**, Spatial learning curves (platform hidden) of mice treated with Veh or klotho, with or without ASA/CPG, in the Morris water maze (*n* = 14 mice for CTL/Veh; *n* = 14 mice for CTL/klotho; *n* = 13 mice for ASA/CPG/Veh: *n* = 12 mice for ASA/CPG/klotho). Two-way ANOVA: interaction klotho by time ; (CTL) *P* = 0.006; ***P < 0.001 (two-tailed, paired *t*-test: days 5, 6); two-way ANOVA: klotho (CTL versus ASA/CPG) *P* = 0.029. **g**, Probe trial conducted 1 h after hidden platform training and removal of the escape platform (*n* = 13 mice for CTL/Veh; *n* = 13 mice for CTL/klotho; *n* = 10 mice for ASA/CPG/Veh; *n* = 10 mice for ASA/CPG/klotho). The latency to the target indicates memory. Two-way ANOVA: interaction *P* = 0.057. *P = 0.022 (two-tailed *t*-test). **h**, Spatial and working memory of young mice treated with Veh or klotho, with or without ASA/CPG, was assessed by the two-trail Y maze (*n* = 14 mice for CTL/Veh; *n* = 12 mice for CTL/klotho; *n* = 12 mice for ASA/CPG/Veh; and *n* = 9 mice for ASA/CPG/klotho). The ratio of duration spent in novel and familiar arms during testing was measured 16 h after training. Two-way ANOVA: interaction *P* = 0.010; *P = 0.026 (Veh versus klotho; CTL) (two-tailed *t*-test) (Benjamini–Hochberg); and *P = 0.018 (CTL versus ASA/CPG; klotho) (two-tailed *t*-test) (Benjamini–Hochberg). **i**, Quantification of mouse PF4 level by ELISA of plasma from young mice 4 h (male, age 4 months) following treatment with Veh (*n* = 10 mice) or klotho (*n* = 9 mice) (10 μg kg^−1^, s.c). *P = 0.016 (two-tailed *t*-test). **j**, Paradigm of plasma collection for PF4 ELISA from young mice (male, age 4 months, *n* = 7–11 mice per group) with either drinking water or ASA/CPG (in drinking water) and treatment with Veh or klotho (s.c., 10 μg kg^−1^), followed by testing in the Morris water maze, two-trial Y maze, elevated plus maze and open field. **k**, Quantification of mouse PF4 level by ELISA of plasma from young mice following platelet inhibition with or without treatment of Veh or klotho daily (s.c. 10 μg kg^−1^) (*n* = 9 mice for CTL/Veh; *n* = 11 mice for CTL/klotho; *n* = 7 mice for ASA/CPG/Veh; *n* = 7 mice for ASA/CPG/klotho). Two-way ANOVA: platelet inhibition **P = 0.007; *P = 0.042 (Veh versus klotho; CTL) (one-tailed *t*-test since replication) (Benjamini–Hochberg); *P = 0.017 (CTL versus ASA/CPG; klotho) (two-tailed *t*-test)(Benjamini–Hochberg). Data are presented as mean ± s.e.m. Source data

We next confirmed that platelet activation directly released factors such as PF4 (Extended Data Fig. 6), the factor most highly increased by klotho in proteomic studies (Fig. 1c). Then, we validated the proteomic finding that acute klotho treatment increased plasma PF4 using enzyme-linked immunosorbent assay (ELISA) (Fig. 2i). Following klotho treatment for over 3 weeks (Fig. 2j), PF4 was still increased by klotho (Fig. 2k). However, ASA/CPG decreased PF4 overall, and also blocked the klotho-mediated PF4 increase (Fig. 2k). It is worth noting that the rapid degradation of PF4 (with a known half-life of 2 min and 30 min; ref. ^35^), combined with the necessity for its immediate measurement, contributed to highly variable measures of the factor. It is unknown whether klotho treatment causes sustained or pulsed increases in PF4 and how this compares with other interventions such as exercise. We speculate that PF4 could act as a partial messenger of klotho-mediated cognitive enhancement.

## PF4, but not klotho, crosses into the brain

Klotho does not cross the blood–brain barrier^5,22^; since we found that klotho induces PF4 release into the blood, we tested if PF4 could reach the brain. To this end we conducted several experiments. First, we treated mice with HIS-tagged mouse PF4 (HIS–mPF4) peripherally (intraperitoneally, i.p.), collected perfused brain tissue and then measured HIS signal from the brain tissue and plasma using a HIS ELISA (Fig. 3a). In both young and aging mice, HIS–mPF4-injected mice showed increased HIS levels in the brain (1.5-fold), and highly increased levels in the plasma (2–4.5-fold), compared with vehicle-treated mice (Fig. 3a–c). These data suggest that PF4 may cross into the brain using a highly sensitive detection system.

**Fig. 3:**
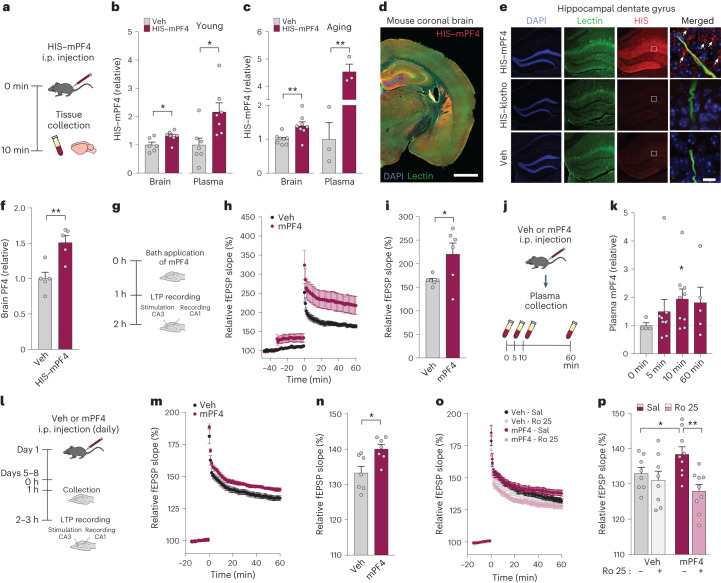
Peripherally injected PF4 is detected in the brain and enhances synaptic plasticity through NMDA receptor-dependent mechanisms. **a**, Experimental paradigm of brain tissue collection following vehicle (Veh) or HIS-tagged mPF4 injection (500 μg kg^−1^, i.p.) in young and aging mice (male, age 4 months and 18 months, *n* = 3–8 mice per group). **b**, Quantification of HIS levels in the brain and plasma of young mice, 10 min following peripheral HIS–mPF4 injection. *P = 0.030 (brain, *n* = 6 mice for Veh; *n* = 7 mice for HIS–mPF4) (two-tailed *t*-test); *P = 0.013 (plasma, *n* = 7 mice for Veh; *n* = 7 mice for HIS–mPF4) (two-tailed *t*-test). **c**, Quantification of HIS levels in the brain and plasma of old mice, 10 min following peripheral HIS–mPF4 injection. **P = 0.008 (brain, *n* = 8 mice for Veh; *n* = 8 mice for HIS–mPF4) (two-tailed *t*-test); **P = 0.001 (plasma, *n* = 3 mice for Veh; *n* = 3 mice for HIS–mPF4) (two-tailed *t*-test). **d**, Representative coronal brain tile image of young mice following peripheral HIS–mPF4 treatment. Scale bar, 1,000 μm. **e**, Representative hippocampal dentate gyrus images of young mice following Veh, HIS–klotho (500 μg kg^−1^, i.p.), or HIS–mPF4 treatment (500 μg kg^−1^, i.p.) (*n* = 3 mice as independent biological replicates per group). DAPI (blue, nuclei), lectin (green, blood vessels), HIS–klotho and HIS–mPF4 (red). White arrows indicate labeling for HIS–PF4. HIS–PF4 and HIS–klotho brightness and contrast were applied equally to their own respective controls. Scale bar, 10 μm. **f**, Quantification of mPF4 levels by PF4 ELISA in young brain following peripheral HIS–mPF4 treatment (male, age 4 months, *n* = 5 mice per group). **P = 0.005 (two-tailed *t*-test). **g**, Paradigm of hippocampal LTP recordings following mPF4 bath application. **h**, Hippocampal LTP recording of fEPSP following Veh or mPF4 bath application (male, age 3 months, *n* = 6 mice per group). **i**, Average of fEPSP over the last 10 min of recordings in young mice treated with Veh or mPF4 (*n* = 6 mice per group). *P = 0.043 (two-tailed *t*-test). **j**, Paradigm of peripheral injection of Veh or mPF4 (i.p., 20 μg kg^−1^) and plasma sample collection (male, age 4 months, *n* = 5–9 mice per group). **k**, Quantification of mPF4 levels by ELISA from plasma of young mice following its peripheral injection with either Veh (*n* = 4 mice) or mPF4 (*n* = 9 mice at 5 min, *n* = 9 mice at 10 min and *n* = 5 mice at 60 min). *P = 0.03 (two-tailed, one sample *t*-test compared with 1). **l**, Experimental paradigm of hippocampal LTP recordings from young mice treated daily with Veh or mPF4 (i.p., 20 μg kg^−1^). **m**, fEPSP recordings from acute hippocampal slices of young mice (male, age 3 months; *n* = 7 mice per group) treated with either Veh or mPF4. **n**, Average fEPSP slope over the last 10 min of recordings in young mice treated with Veh or mPF4 (*n* = 7 mice per group). *P = 0.011 (two-tailed *t*-test). **o**, Relative fEPSP recordings of acute hippocampal slices treated with Sal or Ro 25 from young mice treated with either Veh or mPF4 (male, age 3–4 months, *n* = 8 mice for Veh/Sal; *n* = 8 mice for Veh/Ro 25; *n* = 9 mice for mPF4/Sal; *n* = 9 mice for mPF4/Ro 25). **p**, Relative fEPSP slope over the last 10 min of recordings in mouse slices treated with Sal or Ro 25 from young mice peripherally injected with either Veh or mPF4 (*n* = 8 mice for Veh/Sal; *n* = 8 mice for Veh/Ro 25; *n* = 9 mice for mPF4/Sal; *n* = 9 mice for mPF4/Ro 25). Two-way ANOVA: Ro 25 *P* = 0.006; interaction PF4 by Ro 25 *P* = 0.051. *P = 0.035 (one-tailed *t*-test since replication) (Benjamini–Hochberg); **P = 0.004 (two-tailed *t*-test) (Benjamini–Hochberg). Data are presented as mean ± s.e.m. Source data

Since we could not rule out that PF4 was sticking to blood vessels to increase levels in ELISA, we directly examined whether peripherally injected PF4 permeates the brain parenchyma using immunohistochemistry. Using whole brain imaging, we found that HIS–mPF4 was indeed detected in the brain (Fig. 3d)—with a pattern of staining similar to that of known blood–brain barrier (BBB)-permeable plasma factors^36^. In vehicle injected mice, HIS staining was absent. In mice peripherally injected with HIS–mPF4, fluorescent signal was particularly prominent in the dentate gyrus of the hippocampus, a region critical to spatial memory, and did not overlap with blood vessels (Fig. 3e). These data provide evidence that PF4 crosses the BBB and permeates the brain. Importantly, as predicted by autoradiography^22^ and immunoprecipation^5^ studies, peripherally injected HIS–klotho was not detected in the brain by immunohistochemistry (Fig. 3e), indicating specificity of the HIS–PF4 brain signal. Finally, we peripherally injected mPF4 into mice and then directly measured PF4 levels in the brain using a PF4 ELISA. In parallel with the HIS ELISA, PF4 levels increased in the brain by 1.5-fold compared with vehicle (Fig. 3f). Collectively, these data confirm that klotho does not cross the BBB and provide evidence that PF4, a putative klotho messenger, does. Since PF4 (7–8 kD) is too large for passive diffusion across the BBB, it is interesting to speculate that it undergoes adsorptive-mediated transcytosis^37,38^, a key form of BBB transport. ATM requires a cationic charge and binding to glycoproteins (which lie on the endothelial surface of the BBB), both defining properties of PF4 (refs. ^39,40^). By example, cationic proteins similar to PF4, of even larger size^41^ undergo adsorptive-mediated transcytosis. It is important to note that our data do not rule out a peripheral action of PF4 in contributing to its central nervous system functions.

## Direct PF4 application to hippocampus increases synaptic plasticity

To test if PF4 can act directly in the central nervous system and increase synaptic plasticity in the form of long term potentiation (LTP), an excitatory substrate of learning and memory^42,43^, we applied it directly to isolated hippocampal slices (Fig. 3g). We used mouse PF4 in our studies and verified that endotoxin and salinity levels of our drug solution were comparable with vehicle (phosphate-buffered saline, PBS). PF4 application to hippocampus enhanced LTP determined by field excitatory postsynaptic potential (fEPSP) recordings (Fig. 3h,i) at the CA1 Schaffer collateral pathway synapse; thus PF4 directly enhanced synaptic plasticity, even in the absence of other systemic factors it could potentially influence. These data extend findings that PF4 can have direct effects, such as increasing neurogenesis^1^, in the central nervous system. Our data suggest that peripherally injected PF4 may cross into the brain and directly enhance cognition and its substrates.

## Peripherally injected PF4 enhances synaptic plasticity through NMDAR signaling

To understand how much peripherally injected PF4 can increase its systemic levels, we measured PF4 levels by ELISA between 5 and 60 min following injection (20 μg kg^−1^, i.p.). Following this injection, plasma PF4 increased to nearly two-fold by 10 min and then began to decrease (Fig. 3j,k). This result, including the variability at each timepoint, is consistent with its estimated biphasic half-life of approximately 2 min and 30 min (ref. ^35^).

We next tested whether peripherally injected PF4, in parallel with systemic elevation of klotho^3^, and direct PF4 application to hippocampus (Fig. 3h,i), could increase LTP (Fig. 3l). We assessed LTP in acute hippocampal slices from mice that were treated daily for about 1 week with vehicle or systemic (20 μg kg^−1^, i.p.) mouse PF4 (Fig. 3l). PF4 treatment enhanced LTP determined by fEPSP recordings (Fig. 3m,n); thus, peripherally injected PF4 had central nervous system effects in enhancing synaptic plasticity.

Synaptic plasticity in this form of LTP is largely NMDAR dependent. Since klotho augments the GluN2B contribution to NMDAR signaling^3–5^ and peripherally injected PF4 recapitulated klotho-mediated synaptic enhancement in young mice, we tested whether blocking GluN2B-containing NMDARs modulates PF4 effects on synaptic plasticity. To this end, we used Ro 25-6981 (Ro 25) a GluN2B-specific antagonist with 3,000-fold specificity to GluN2B compared with other NMDAR subunits^44,45^. Acute hippocampal slices from mice were treated with either vehicle or a low dose of Ro 25 (1.5 μM). As anticipated, Ro 25 did not alter LTP in control mice treated with vehicle at the low dose (Fig. 3o,p). In contrast, low-dose Ro 25 completely abolished the PF4-induced enhancement of LTP (Fig. 3o,p). Taken together, these findings indicate that PF4, similar to klotho, engages glutamatergic signaling in young mice to enhance LTP, a substrate of learning and memory.

## PF4 enhances cognition in young and aging mice

LTP underlies mechanisms of cognition, a highly valued manifestation of brain function. Therefore, we tested whether systemic PF4, like systemic klotho^5^, can enhance learning and memory. Young (3–5 months) and aging (17–20 months) mice were treated daily with vehicle or systemic mouse PF4 (20 μg kg^−1^, i.p.) (Fig. 4a). Aging decreased, but PF4 did not alter, anxiety-like behavior in the elevated plus maze (Fig. 4b) and total activity in the open field (Fig. 4c). In the Morris water maze, PF4 treatment improved spatial learning (Fig. 4d,g) and memory retention (Fig. 4e,f,h,i) in both young and aging mice, run with different protocols. In the two-trial Y maze, aging decreased spatial and working memory (Fig. 4j,k), a domain preferentially targeted by aging^46^. In aging, but not young, mice PF4 treatment increased exploration in the novel compared with the familiar arm, indicating that it improved deficits of cognitive aging (Fig. 4j,k). With the addition of mice (Extended Data Fig. 7a,b), the effect of PF4-mediated improvement of this cognitive domain was eventually detectable in young, but still more robust in aging. Thus, PF4 enhanced learning and memory in young and aging mice.

**Fig. 4:**
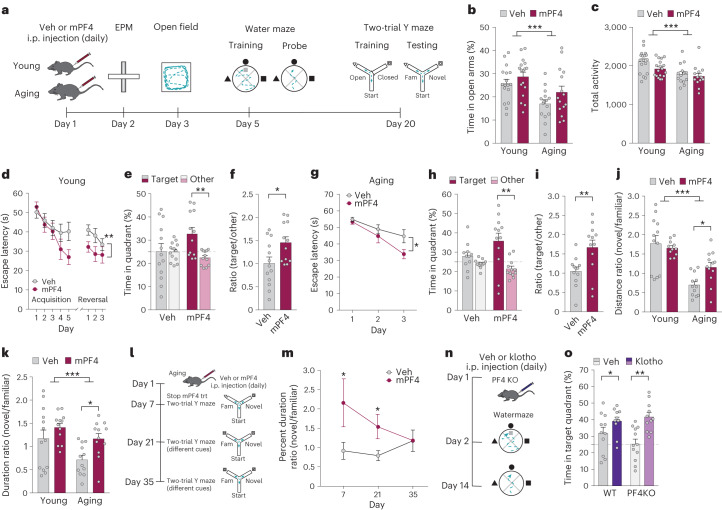
PF4 treatment enhances cognition in young mice and aging mice. **a**, Diagram of the experimental paradigm of vehicle (Veh) or mPF4 injection (i.p. 20 μg kg^−1^, daily) followed by testing in the elevated plus maze, open field testing, Morris water maze and the two-trial Y maze in young (male, age 3–5 months) and aging (male, age 17–20 months). **b**, Anxiety-like behavior was measured by percentage of time spent in the open arms of the elevated plus maze during a 10 min exploration by young (*n* = 17 mice per group) and aging (*n* = 15 mice per group) mice treated with Veh or mPF4. Two-way ANOVA: age ***P < 0.001. **c**, Total activity was measured by movements during exploration of the open field for 10 min of young (*n* = 18 mice per group) and aging (*n* = 14 mice per group) mice treated with Veh or mPF4. Two-way ANOVA: age ***P < 0.001. **d**, Spatial learning curves (platform hidden) of young mice treated with Veh (*n* = 13 mice) or mPF4 (*n* = 12 mice) in the Morris water maze. Data represent the daily average of latency to find the hidden platform over two trials. Mixed-model ANOVA for hidden training: mPF4 versus Veh, **P = 0.004 (two-tailed). **e**, Probe trial conducted 1 h after hidden platform training and removal of the escape platform (*n* = 13 mice for Veh; *n* = 12 mice for mPF4). Percentage of time the mice spent in the target quadrant of the maze, compared with the average of the other three quadrants, is shown to indicate the memory of the platform location. The dashed line represents chance performance at 25%. Two-way ANOVA: interaction *P* = 0.037; **P = 0.004 (two-tailed *t*-test) (Benjamini–Hochberg). **f**, Ratio of time young mice spent in the target quadrant relative to other quadrants of the maze (*n* = 13 mice for Veh; *n* = 12 mice for mPF4). *P = 0.024 (two-tailed *t*-test). **g**, Spatial learning curves (platform hidden) of aging mice treated with Veh or mPF4 in the water maze (*n* = 12 mice per group). Data represent the daily average of latency to find the hidden platform over four trials. Mixed-model ANOVA for hidden training: mPF4 versus Veh, *P = 0.048 (two-tailed). **h**, Probe trial conducted 1 h after hidden platform training and removal of the escape platform in aging mice (*n* = 11 mice for Veh; *n* = 12 mice for mPF4). Percentage of time mice spent in the target quadrant, compared with the average of the other three quadrants, is shown to indicate memory of the platform location. The dashed line represents chance performance at 25%. Two-way ANOVA: interaction *P* = 0.038; **P = 0.006 (two-tailed *t*-test) (Benjamini–Hochberg). **i**, Ratio of time aging mice spent in the target quadrant relative to other quadrants of the maze (*n* = 12 mice per group). **P = 0.009 (two-tailed *t*-test). **j**,**k**, Spatial and working memory of young and aging mice treated with Veh or mPF4 was assessed by the two-trial Y maze: ratio of distance traveled (*n* = 12 mice for young/Veh; *n* = 11 mice for young/mPF4; *n* = 12 mice for aging/Veh; *n* = 12 mice for aging/mPF4) (**j**) and duration in novel and familiar arms during testing was measured 16 h after training (*n* = 13 mice for young/Veh; *n* = 12 mice for young/mPF4; *n* = 12 mice for aging/Veh; *n* = 12 mice for aging/mPF4) (**k**). Two-way ANOVA: age ***P < 0.001; *P = 0.012 (two-tailed *t*-test) (Benjamini–Hochberg) (**j**), two-way ANOVA: age ***P < 0.001; *P = 0.012 (two-tailed *t*-test) (Benjamini–Hochberg) (**k**). **l**, Paradigm of Veh or mPF4 injection (i.p. 20 μg kg^−1^, daily for 7 days) in aging mice, followed by testing in the two-trail Y maze every 2 weeks. **m**, Spatial and working memory of aging mice treated with Veh or mPF4 for 7 days was assessed by the two-trial Y maze (male, age 22 months, *n* = 15 mice for Veh; *n* = 14 mice for mPF4). The ratio of the percentage of duration in the novel to the familiar arm during testing was measured 16 h after training. Two-way repeated measures ANOVA: interaction PF4 by time, *P* = 0.001; *P = 0.042 (day 7, one-tailed *t*-test since replication) (Benjamini–Hochberg); *P = 0.037 (day 21, two-tailed *t*-test) (Benjamini–Hochberg). **n**, Paradigm of Veh or klotho injection in young PF4 KO mice (males and females, age 5–7 months, *n* = 11–12 mice per group) followed by testing in water maze. **o**, Probe trial conducted 24 h after hidden platform training and removal of the escape platform (*n* = 11 mice for wild type (WT)/Veh; *n* = 11 mice for WT/klotho; *n* = 12 mice for PF4KO/Veh; *n* = 11 mice for PF4KO/klotho). The percentage time of mice spent in the target quadrant of the maze is shown to indicate their memory. Two-way ANOVA: klotho *P* < 0.001; *P = 0.050 (two-tailed *t*-test) (Benjamini–Hochberg); **P = 0.001 (two-tailed *t*-test) (Benjamini–Hochberg). Data are presented as mean ± s.e.m. Source data

We performed experiments assessing for side effects of PF4 treatment including changes in weight, blood counts, blood coagulation, and liver and kidney functions—in young and aging mice following 20 days of 20 μg kg^−1^ PF4 treatment (i.p., daily) (Supplementary Table 2). We found that PF4 treatment did not alter any of these measures in young mice. In aging mice, it improved age-induced decline in kidney functions. These results indicate that the systemic PF4 treatment regimen used in this study enhanced cognition in young and aging mice without causing side effects in the outcomes measured.

To understand the duration of PF4-mediated cognitive enhancement, we tested whether short-term treatment of PF4 in aging mice induces a long-lasting effect on cognition. We injected aging mice with vehicle or PF4 daily for 1 week, stopped the treatment and then assessed cognition by the two-trial Y maze—with changed visual cues to capture new learning and memory—every 2 weeks (Fig. 4l). As expected, daily PF4 treatment of aging mice for 1 week immediately enhanced cognition (day 7) (Fig. 4m). Following this, treatment was stopped. PF4-mediated cognitive enhancement persisted for at least another 2 weeks in the absence of drug (day 21)—and was extinguished by 4 weeks (day 35) (Fig. 4m).

Our experiments utilized mouse PF4 (mPF4). Mouse and human PF4 share a 76% identity. To probe whether human PF4 (hPF4) also enhances cognition in mice, we treated mice with vehicle, hPF4 derived from a cell line, or human PF4 derived from human platelets. In parallel with mPF4, hPF4 from both sources also enhanced cognition in young mice (Extended Data Fig. 8). Since mPF4 and hPF4 enhanced cognition, but mouse protein may confer more robust species-specific biology in mice, we continued to conduct our experiments with mPF4.

Lowering PF4 levels through pharmacologic platelet inhibition (Fig. 2m) led to abrogation of klotho-mediated cognitive enhancement. However, this manipulation probably lowered several other platelet factors in tandem. Thus, we tested whether klotho specifically requires PF4 to enhance cognition. We used a colony of PF4 knockout (KO)^47^ and wild-type mice, treated them with vehicle or klotho, and tested their cognition. Klotho continued to enhance cognition (Fig. 4n,o) in PF4KO mice, regardless of sex. These results indicate that PF4 is sufficient but not necessary to recapitulate klotho-mediated cognitive enhancement. Alternatively, lifelong genetic KO of PF4 could cause compensatory increases in platelet factors with redundant biologic actions that contribute to klotho-mediated cognitive enhancement. We speculate that PF4 is one of many downstream targets of klotho and may work together with several other platelet factors to contribute to klotho-mediated cognitive enhancement.

## PF4 restores expression of aging- and cognition-associated factors in the hippocampus

To begin identifying PF4-mediated alterations of the brain, we assessed differential gene expression in the hippocampus of young and aging mice with and without PF4 treatment. 

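Hippocampal RNA was sequenced from 47 male C57BL/6J mice that received vehicle (Veh) or mouse PF4 (mPF4) intraperitoneally, daily, at 20 μg per kg. The groups held 13 Young Veh, 12 Young mPF4, 12 Aging Veh and 10 Aging mPF4 mice. The paper gives ages of 3 to 5 months for young mice and 17 to 20 months for aging mice, and the sample labels run from 3.75 to 5.26 months and from 17.4 to 20.23 months. Full-length cDNA was made by the Smart-Seq2 method and turned into libraries without strand information, so that reads from a gene cannot be told from those of an overlapping or antisense gene. The authors aligned the reads to GRCm38 and deposited the number of reads counted on each of 35486 genes, without normalization. Total counts ranged from 2242879 to 19508854 in Young Veh (median 12203163), from 2527886 to 16469519 in Young mPF4 (median 10515336), from 2748842 to 17061254 in Aging Veh (median 7730492) and from 3454889 to 21112908 in Aging mPF4 (median 9565270). The 8 libraries that the count table lists ahead of the others had totals of at most 4963272 and the other libraries had at least 5216474. Of these 8 libraries, 1 was Young Veh, 2 were Young mPF4, 4 were Aging Veh and 1 was Aging mPF4. The sample labels number the Aging Veh libraries from 1 to 12, the Aging mPF4 libraries from 13 to 23 and the young libraries from 24 to 48. Each library had at least 197 reads on Ddx3y, a Y-chromosome gene, and at most 34 on Xist, a transcript of the inactive X chromosome in females. Differential expression was computed from the counts with edgeR's quasi-likelihood test in a single fit of the 4 groups, with TMM normalization, on the 17778 genes that passed the count filter. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. Other values are log2 of the count divided by DESeq2's size factor, plus 1.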

Using bulk RNA sequencing, we found by principal component analysis that PF4 treatment modified gene expression in the aging, but not young hippocampus (Extended Data Fig. 9a). Thus, we focused our analyses on aging mice. 

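Principal components were computed from the 500 most variable genes after DESeq2's variance-stabilising transformation of all 47 libraries. The first component (PC1) held 67.0% of the variance and the second (PC2) 9.93%. In aging mice, PC1 averaged -3.05 ± 8.31 (SD, n = 10) with mPF4 and -4.08 ± 8.53 (SD, n = 12) with vehicle, and PC2 averaged 0.46 ± 4.07 and 0.14 ± 2.74. The distance between these group means, 1.09, was no larger than most distances from relabelled mice (two-sided permutation test with 100000 relabellings, p = 0.905). In young mice the distance between the mPF4 and vehicle means was 0.42 (same test, p = 0.981). Over the alternatives, whose distances are on other scales, the permutation p in aging mice ranged from 0.791 to 0.939. PC1 separated aging from young mice (permutation test over both treatments, p = 0.00533), and its largest weights were those of Ttr, Enpp2 and Kcnj13. It correlated at r = 0.985 with the mean of 10 choroid plexus markers, Ttr among them. PC1 may thus follow the amount of choroid plexus in the dissected tissue, and its separation by age is open to the same explanation. Ttr ranged from 1.66 to 11.91 log2 CPM between libraries and correlated with PC1 at r = 0.959 and rho = 0.969 (n = 47, permutation p = 1e-05 for each, the smallest they can give, and r = 0.968 without the 2 libraries farthest from the median). Gene by gene, edgeR's quasi-likelihood test called 6 genes for mPF4 in aging mice and 0 in young mice, where 213 genes had an unadjusted p under 0.05 and DESeq2 also called 0. The difference between the mPF4 effects in aging and young mice was tested as an interaction in the same edgeR fit. It called 0 genes, with 707 at an unadjusted p under 0.05, and DESeq2 called 0.

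**Figure D1:**
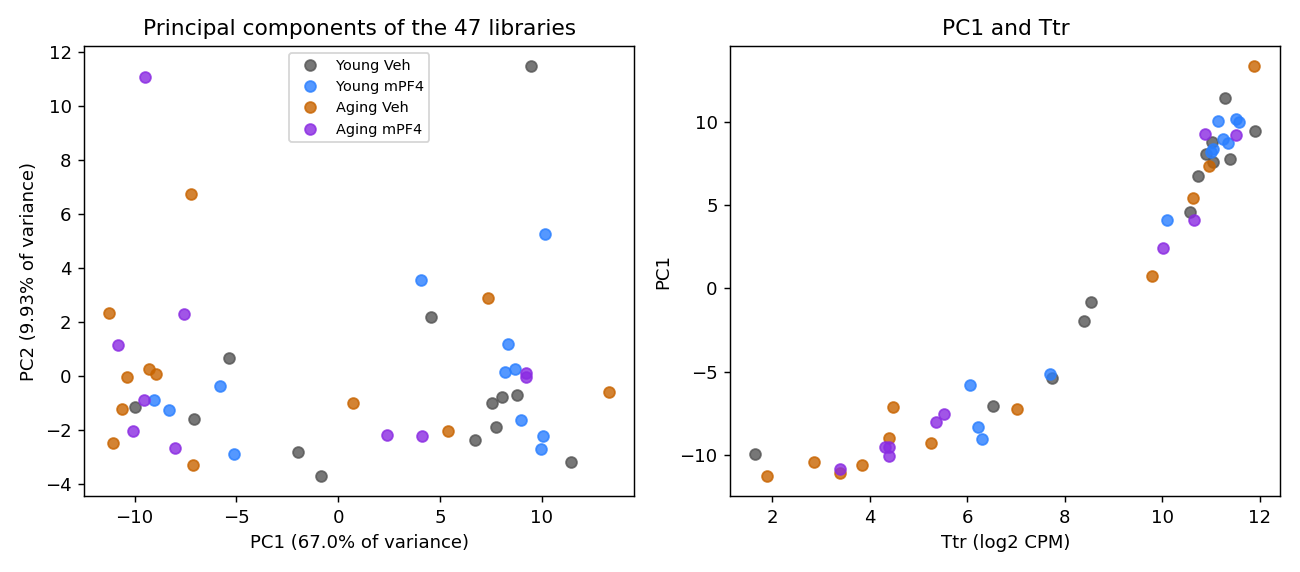
The left plot shows PC1 against PC2 for the 47 libraries, 1 point per mouse, coloured by group. The right plot shows PC1 against Ttr in log2 CPM for the same mice, in which PC1 rises with Ttr in all groups.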

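Between Aging Veh (n = 12) and Young Veh (n = 13) mice, 492 genes were called, of which 384 (78.0%) were higher and 108 were lower in aging mice. The median absolute log2 fold change of the called genes was 0.26. Akap11 had the smallest adjusted p, with a log2 fold change of 0.35 (standard error 0.031, adjusted p = 3.54e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was higher in each of the 12 Aging Veh mice than in every Young Veh mouse. Spag6 rose by 0.93 on the log2 scale (standard error 0.11, adjusted p = 3.85e-07 from the same edgeR test), from 30.5 ± 5.86 normalized counts (SD, n = 13) to 59.1 ± 12.3 (SD, n = 12), and was above every Young Veh mouse in 11 of 12. It overlaps Gm20539 on the opposite strand, which holds 185 reads over all libraries. Kif1b had a log2 fold change of 0.25 (standard error 0.031) and Hivep2 one of 0.29 (standard error 0.036). Hivep2 is overlapped by Gm26835 and Gm28289 on the other strand, with 6395 reads over all libraries. Akap11, Spag6, Kif1b and Hivep2 each stayed called with any of the 25 Aging Veh and Young Veh libraries left out. Between 356 genes (without Aging Veh replicate 3) and 593 genes (without Aging Veh replicate 11) were then called in total. DESeq2, the test named in the paper's methods, called 627 genes, 485 of them higher. The setting that moved the count most was library number as a covariate, under which edgeR called 0 genes (1188 at an unadjusted p under 0.05, not run in DESeq2). Young and aging libraries do not overlap in number, and the standard error of the called genes rose from a median of 0.061 to 0.129. Of the 492 genes, 489 are among the 670 of Supplementary Table 3. Over the 670 genes the log2 fold changes correlated with the paper's at r = 1.00 across genes, which are not independent replicates. The Pf4 gene itself had between 1 and 19 reads per library in these groups, and its log2 fold change of -0.83 (standard error 0.34) was not past the threshold (adjusted p = 0.206 from edgeR's quasi-likelihood test). Kl changed by -0.84 (standard error 0.46, adjusted p = 0.382 from the same edgeR test), and by -1.32 without Aging Veh replicate 10. Without any other library of these groups it lay between -1.03 and -0.73, and it was not called in any of these fits. Within groups Kl followed a score of choroid plexus markers (r = 0.972, n = 47), which was lower in Aging Veh than in Young Veh (permutation p = 0.0279). The lower Kl therefore cannot be told from a smaller amount of choroid plexus in the dissected tissue. Its sign reversed in the fit with the first surrogate variable.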

Aging significantly changed 670 genes, with most showing increased expression as shown by the heat map (Extended Data Fig. 9b,c and Supplementary Table 3). Next, we assessed if PF4 treatment alters specific gene expression in the aging hippocampus and found that it significantly alters 24 genes, with most showing decreased expression as shown by the heat map (Extended Data Fig. 9d,e and Supplementary Table 4). These gene alterations by PF4 treatment in aging robustly predicted effects on learning in pathway analysis (Extended Data Fig. 9f).

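Between Aging mPF4 (n = 10) and Aging Veh (n = 12) mice, edgeR's quasi-likelihood test called 6 genes, 4 lower and 2 higher with mPF4. DESeq2, as in the paper's methods, called 24 genes, 19 of them lower, and these are the 24 of Supplementary Table 4. All 24 had the same sign in the edgeR fit, with adjusted p from 0.0347 to 0.203 after Benjamini-Hochberg adjustment. Adjusted over the list alone, all 24 passed, but the study chose the list on these samples, so this is not independent evidence. Plec fell by 0.25 on the log2 scale (standard error 0.047, adjusted p = 0.0347 from edgeR's quasi-likelihood test), from 1002 ± 57.1 normalized counts (SD, n = 12) to 842 ± 71.1 (SD, n = 10), and was below every Aging Veh mouse in 9 of 10 mice. Plec lies on chromosome 15 of GRCm38 from 76170974 to 76232574 and overlaps Parp10, Gm25720 and Mir1942, which hold 1666 reads over all libraries. Id2 rose by 0.25 (standard error 0.049, adjusted p = 0.0347) and Arfgap3 by 0.25 (standard error 0.051, adjusted p = 0.0367), by the same edgeR test, and each was above every Aging Veh mouse in 7 of 10 mice. Akap11 fell by 0.17 (standard error 0.033). Dlg2 fell by 0.29 (standard error 0.059) and is named after its values were seen. Its locus on chromosome 7 spans many other annotated genes, which together hold 159265 reads against 78551 for Dlg2. The calls lay near the threshold (adjusted p from 0.0347 to 0.0367 for the 6 genes, from the same edgeR test). By edgeR, 0 genes were called without Aging Veh replicate 1, 2, 3, 5 or 7 or without Aging mPF4 replicate 5, 6, 7 or 8, and 20 without Aging Veh replicate 11. Leaving out 1 library at a time kept the log2 fold change of Plec between -0.27 and -0.22, that of Akap11 between -0.18 and -0.16, that of Id2 between 0.23 and 0.26 and that of Arfgap3 between 0.23 and 0.27. With a library left out in turn, Plec was called in 12 of 22 fits, Akap11 in 11, Id2 in 10, Dlg2 in 7 and Arfgap3 in 6. By edgeR the count was also 0 with the length index as a covariate (1364 at an unadjusted p under 0.05), with library number as a covariate (1133) and with the aging groups fitted alone (988), settings not run in DESeq2. Kl had a log2 fold change of 0.03 (standard error 0.49) and Pf4 one of 0.44 (standard error 0.39), neither past the threshold. The direction of Kl is not determined: with a library left out it ranged from -0.27 (without Aging mPF4 replicate 11) to 0.51 (without Aging Veh replicate 10) and was below 0 in 12 of 22 fits.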

To understand the relevance of these aging- and PF4-induced gene expression changes to cognition, we mapped gene expression onto cognitive performance to generate a molecular signature of cognition (Extended Data Fig. 9g,h). We first identified a gene set containing 44 genes that are associated with cognitive function. (Extended Data Fig. 9g,h and Supplementary Table 5). 

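The 44 genes of Supplementary Table 5 were matched to the counts by their tabulated values, which correlated with the normalized counts across the 47 mice at r of at least 0.998 for each gene. Of the 44 genes, 43 passed the count filter. The table does not list signs, so a gene was given a negative sign where its values rose with those of Akap11 across mice (36 genes) and a positive sign otherwise (8 genes). In the aging comparison, 33 of the 44 genes were called over all genes tested, and adjusted over the list alone 43 were. For mPF4 in aging mice, 2 were called over all genes tested and 25 adjusted over the list alone. The study chose the list on these mice, so the counts over the list are not independent evidence. Of the genes with a negative sign, 35 were tested, and all 35 were higher in Aging Veh than in Young Veh and lower with mPF4 in aging mice. All 8 genes with a positive sign went the other way in each comparison. Akap11, whose values set the signs, itself rose with age and fell with mPF4 in these mice, so the sign rule favours these directions and they are not independent evidence either. The median length of the longest annotated transcript was 9239.5 bases for the genes with a negative sign, 3343.5 bases for those with a positive sign and 3150 bases for all genes tested.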

The composite RNA score of this gene set is a molecular signature of cognition in individual mice. 

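The RNA score of each mouse was recomputed as the mean over the 44 genes of the signed log2 normalized count. Within groups it had an SD of 0.128 in Young Veh, 0.112 in Young mPF4, 0.0879 in Aging Veh and 0.137 in Aging mPF4. The source data of Extended Data Fig. 9 pair the paper's own score with the memory measure but do not name the mice, so the memory measure could not be joined to the libraries and the following correlations use the paper's pairs. In Young Veh mice Pearson's r was 0.577 (n = 13, two-sided permutation p = 0.0327, Benjamini-Hochberg adjusted over the 4 groups 0.131) and Spearman's rho was 0.703 (permutation p = 0.00911, adjusted 0.0364). In Young mPF4 mice r was 0.423 (n = 12, permutation p = 0.171) and rho 0.434 (permutation p = 0.162). In Aging Veh mice r was 0.430 (n = 12, permutation p = 0.161) and rho 0.210 (permutation p = 0.513). In Aging mPF4 mice r was 0.535 (n = 10, permutation p = 0.113) and rho 0.661 (permutation p = 0.0444, adjusted 0.0888). Without the 2 mice farthest from the median score, r became 0.715, 0.629, -0.361 and 0.671 in the 4 groups in this order, so that in Aging Veh mice the positive relation rested on those 2 mice. With both treatments of an age pooled after removing group means, r was 0.506 in 25 young mice (permutation p = 0.0107, rho = 0.628 with p = 0.00111) and 0.498 in 22 aging mice (permutation p = 0.0187, rho = 0.416 with p = 0.0563), without adjustment. The paper chose the 44 genes by comparing high and low cognitive performers among these mice, which favours a positive relation. The permutation tests do not account for that choice, so these correlations are not independent evidence.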

We found that this RNA score correlated closely with spatial and working memory in young and aging mice (Extended Data Fig. 9i). 

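The recomputed RNA score averaged -5.99 ± 0.128 (SD, n = 13) in Young Veh, -5.97 ± 0.112 (SD, n = 12) in Young mPF4, -6.27 ± 0.0879 (SD, n = 12) in Aging Veh and -6.11 ± 0.137 (SD, n = 10) in Aging mPF4. Aging Veh mice lay below Young Veh mice, with a difference of -0.279 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give), and 10 of the 12 Aging Veh mice scored below every Young Veh mouse. Aging mPF4 mice scored 0.163 above Aging Veh mice (same permutation test, p = 0.00207), and 2 of the 10 scored above every Aging Veh mouse. Aging mPF4 mice remained below Young Veh mice, with a difference of -0.116 (permutation p = 0.0460, not adjusted over the comparisons of the score). That last difference did not pass the threshold without the genes called by aging (-0.0964, permutation p = 0.258) or without the 8 libraries of lowest depth (-0.0891, permutation p = 0.136). It passed after removing the regression on the length index (-0.122, permutation p = 0.00858). It also passed as a mean of z-scores (permutation p = 0.0315) and in log2 CPM (permutation p = 0.0459). Because the signs follow Akap11 in the same mice, a score of other genes is not expected at 0: of 10000 random lists matched on mean expression and signed in this way, the median difference was -0.0710 (central 95% from -0.113 to -0.0500) between Aging Veh and Young Veh and 0.0355 (0.0160 to 0.0558) between Aging mPF4 and Aging Veh. The tested signature genes gave -0.275 and 0.168. The permutation tests do not account for this. In young mice mPF4 changed the score by 0.028 (permutation p = 0.571). The mPF4 effect was 0.135 larger in aging than in young mice (permutation of residuals, p = 0.0495, adjusted over the 8 measures tested 0.0991). As a mean of z-scores, in another unit, the difference between Aging mPF4 and Aging Veh was 0.809 (permutation p = 0.00149). Without the genes called by aging it was 0.126 and no longer passed the threshold (permutation p = 0.0694). Without the 8 libraries of lowest depth, a setting chosen after the values were seen, it was 0.170 (permutation p = 0.00657).

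**Figure D2:**
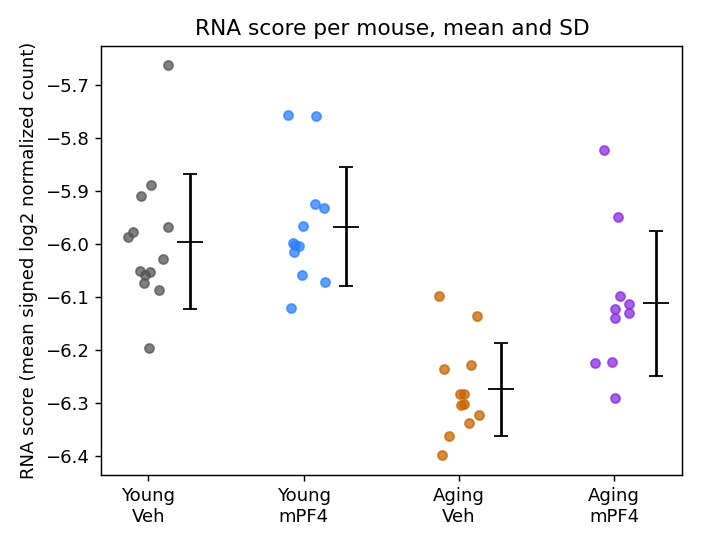
RNA score of each mouse by group, as the mean signed log2 normalized count, with the mean and SD beside the points. Aging Veh mice lie lowest and Aging mPF4 mice between them and the young groups.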

Aging decreased the RNA score and PF4 treatment restored it to young levels (Extended Data Fig. 9j). Thus, PF4 treatment reversed the effect of aging on a cognitive signature of hippocampal gene expression.

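Across genes, the changes with aging and with mPF4 in aging mice ran in opposite directions. Of the 492 genes called by aging, 93.3% had an mPF4 log2 fold change of the opposite sign in aging mice. The Aging Veh mice enter both comparisons, which gives opposite signs by chance. In 100 simulations of unchanged groups compared with shared Aging Veh libraries, a median of 92.5% of the 492 genes with the smallest p in each simulation had opposite signs (89.4% to 95.5%), as had a median of 67.1% of the 492 genes called here (61.8% to 72.4%). With the aging change simulated and no mPF4 effect, a median of 72.3% of the genes then called by aging had opposite signs (69.7% to 74.5%), as had 50.2% of the 492 genes called here (44.5% to 56.1%). The 492 genes were chosen on the real libraries, so their simulated shares leave out the effect of that choice. The covariance of the log2 fold changes over all genes tested was -0.0141. Its simulated median was -0.0112 with unchanged groups (-0.0122 to -0.0103) and -0.0112 with the aging change (-0.0123 to -0.00983). The correlation of the log2 fold changes across genes, which are not independent replicates, was -0.514. Its simulated median was -0.513 with unchanged groups (-0.545 to -0.480) and -0.300 with the aging change (-0.334 to -0.266). With the Aging Veh mice divided at random into groups of 6, each used for only 1 of the comparisons, 100 divisions gave a median covariance of -0.00503 (-0.0109 to 0.0226), below 0 in 68. Among the genes called by aging in each division, a median of 83.6% had opposite signs (49.3% to 92.5%). Over the 492 genes called here the median was 91.4% (86.6% to 94.9%). All Aging Veh mice had entered the choice of the 492 genes, so this last value does not test the sharing. Of the 6 genes called for mPF4, 4 were called higher with aging and lower with mPF4, and 2 the reverse. Independent lists of these sizes would share 0.0864 and 0.0121 genes, a value that leaves out the shared Aging Veh mice. In the simulations without an mPF4 effect, edgeR called at most 1 gene for mPF4 with unchanged groups and at most 2 with the aging change, so no simulated overlap was larger than that. The paper reports that the RNA score fell with aging and returned to young levels with treatment. From this it concludes that PF4 reversed the effect of aging on the cognitive signature.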

We then examined the convergence and overlap of PF4- and aging-induced gene alterations with cognition-associated genes. Their intersection revealed three factors (Extended Data Fig. 9k): *Akap11*, *Arhgef9* and *Mecp2* (Extended Data Fig. 9l,m,n). Aging increased expression of these factors in the hippocampus—and PF4 treatment restored the age-induced increase close to young levels (Extended Data Fig. 9l,m,n). It is worth noting that each of these target candidates of PF4 in aging is abundant in the brain^48^ and relevant to human brain disorders linked with cognition. 

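Akap11 averaged 11.29 ± 0.076 (SD, n = 13) on the log2 scale in Young Veh, 11.64 ± 0.064 (SD, n = 12) in Aging Veh and 11.47 ± 0.055 (SD, n = 10) in Aging mPF4. All 12 Aging Veh mice were above every Young Veh mouse. The fall with mPF4 (permutation test, two-sided, p = 2e-05) removed 48.3% of the rise with age, and Aging mPF4 remained 0.18 above Young Veh (permutation p = 2e-05). All 10 Aging mPF4 mice lay below the Aging Veh median. In young mice the difference with mPF4 was -0.01 (permutation p = 0.843). These permutation tests do not account for the selection of the gene on the same mice. In the interaction over all genes tested, Akap11 had a log2 difference of -0.16 (standard error 0.045, adjusted p = 0.829 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Akap11 lies on chromosome 14 of GRCm38 from 78492246 to 78536808.

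**Figure D3:**
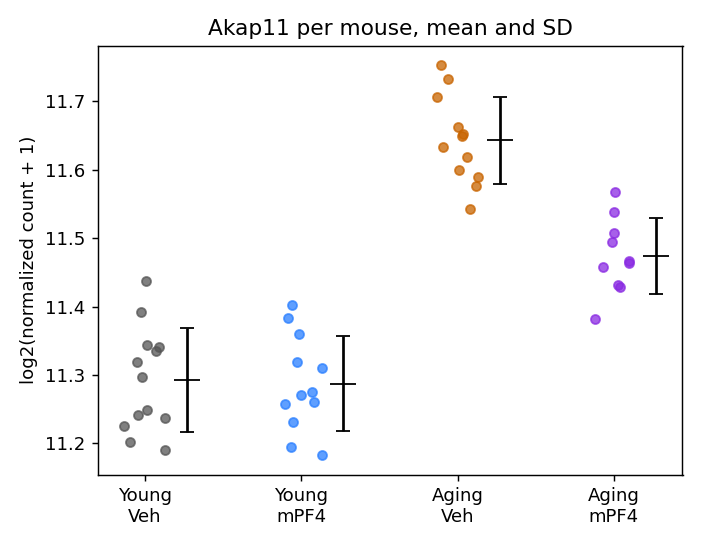
Akap11 in each mouse by group, as log2 of the normalized count plus 1, with the mean and SD beside the points. The mean of Aging Veh is highest and that of Aging mPF4 lies between it and those of the young groups.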

*AKAP11* variants associate with neuropsychiatric disease^49^; *ARHGEF9* mutations cause intellectual disability^50^; and *MECP2* mutations also cause severe intellectual disability through loss of function in Rett’s syndrome^51^ and increased dosage in MECP2 duplication syndrome^51,52^, with MECP2 overexpression impairing cognition and synaptic transmisssion^52^. Whether the increased expression of these individual factors in aging is compensatory, causal to age-induced deficits, or neither remains to be determined—as does PF4’s role in modulating their expression.

Our study has several limitations and caveats. In interpreting the link between klotho and platelets, the overall levels of platelet activation were low and klotho agonism was mild compared with agonists involved in thrombosis and wound healing. Despite this caveat, klotho reproducibly activated platelets and we speculate that low levels of agonism and activation might release chemokines without blood clotting. This remains to be further investigated. In understanding the relationship between PF4 and klotho, the persistent klotho-mediated cognitive enhancement in the absence of PF4 may not support a major and required role for this protein in klotho action. While PF4 recapitulated klotho-mediated cognitive enhancement, it was not necessary. We speculate that klotho may have several downstream targets, including other platelet factors with similar biologic activity; however, the evidence to support this is indirect. Despite this caveat, the finding that ASA/CPG acutely decreases PF4—probably in tandem with other platelet factors—and blocks klotho-mediated cognitive enhancement strongly suggests that platelets are required. Several strengths of our study include an untargeted approach to identifying platelet factors as possible targets of klotho, new evidence of PF4 brain permeability, and the findings of PF4-mediated synaptic and cognitive enhancement in several cohorts. Our findings open myriad questions including how klotho activates platelets, which factors klotho requires for cognitive enhancement, what mechanisms PF4 engages to permeate the brain, what forms (monomeric, oligomeric and fibrillar) are necessary for PF4-mediated cognitive enhancement, what receptors PF4 binds in the brain and whether PF4 requires the select factors identified for cognitive enhancement in aging. It will also be important in future studies to decipher the mechanisms of protective versus deleterious platelet activation states.

In summary, our study reveals an unconventional role for platelets, through PF4, in enhancing cognition in the young and aging brain. Klotho activated platelets in a manner similar to exercise^1^. Since exercise increases klotho^53^, it is interesting to speculate that their respective signaling pathways for platelet activation, yet to be determined, could converge. Our findings suggest that platelets can act as circulating messengers that modulate cognition itself through release of factors such as PF4. Our data suggest that platelet activation was required, and PF4—which crossed into the brain—was sufficient, to recapitulate klotho mediated-cognitive enhancement. PF4 enhanced cognition in young mice and engaged synaptic mechanisms of glutamatergic signaling. In aging mice, PF4 also improved cognition and restored age-induced increases in select factors associated with cognition. Augmenting platelet factors may enhance cognition in the young brain and counteract cognitive deficits in the aging brain.

## Methods

### Mice

All mice were on a congenic C57BL/6J background and kept on a 12 h light/dark cycle, humidity of 30–70% and temperature 68–79° F with ad libitum access to food and water. The standard housing group was five mice per cage except for single housing during Morris water maze studies. Sex and ages of mice used are indicated in legends. Cognitive and behavioral studies were carried out during the light cycle. All platelet activation assays, ELISAs, cognitive and behavioral studies, and synaptic plasticity experiments were conducted blinded to genotype and treatment during study execution and analysis, unless indicated otherwise. All other data collection and analysis were not performed blind to the conditions. Homozygous PF4 KO was previously generated and characterized as described^47^. In brief, the coding region for mouse PF4 was replaced with a 1.8 kb neomycin resistance gene. No randomization method was used to allocate animals to experimental groups. Allocation of mice or samples in the organization of experimental conditions considered genotype, drug treatment, sex if indicated, age and distribution within cage. All studies were approved by the Institutional Animal Care and Use Committee of the University of California, San Francisco, and conducted in compliance with National Institutes of Health (NIH) guidelines.

### Drug treatment

Mouse α-Klotho (klotho) (R&D, 1819-KL) was diluted in PBS (pH 7.5) and injected subcutaneously (s.c.) at a volume of 10 µl g^−1^ (adjusted to weight of mouse) at a dose of 10 µg kg^−1^ 4 h before samples were collected for plasma proteomic analysis, mPF4 ELISA and platelet activation assays. mPF4 (PROSPEC, CHM-245) and hPF4 (PROSEPC, CHM-234 and Genscript, Z03026) were diluted in PBS (pH 7.5) and administered i.p. at a volume of 20 µl g^−1^ (adjusted to weight of mouse) 1 h before each day of training and testing at a dose of 20 µg kg^−1^. Recombinant proteins were used within 1 week of thawing from −80 °C stock solutions and stored at 4 °C.

### Plasma proteomic profiling

Plasma samples were prepared and analysed by data-independent acquisition liquid chromatography–mass spectrometry at Biognosys using a 2 h segmented gradient as previously described^54^. For spectral library generation, 12 high-pH reversed phase chromatography fractions were analyzed by data-dependent acquisition liquid chromatography–mass spectrometry and searched against a mouse protein database (Uniprot without isoforms, 2018-07-01) using SpectroMine software (Biognosys). Data-independent acquisition data were analyzed with Spectronaut Pulsar X software (Biognosys), and data were filtered for a detection false discovery rate <1% on peptide and protein level. Peptide intensities were normalized using local regression normalization as implemented in Spectronaut. On average 505 protein groups (14,341 peptide precursors) were quantified in each run, and 535 protein groups (18,447 peptide precursors) were quantified at least once across the samples. Statistical analysis between vehicle- and klotho-treated samples was performed in Spectronaut using default settings and controlled for using Benjamini–Hochberg correction.

### Platelet activation and count by flow cytometry

Platelet activation states were measured using flow cytometry as described^1^ with minor modifications. Briefly, whole blood via cardiac puncture was collected into a final concentration of 0.38% sodium citrate solution (pH 7) and then centrifuged at 200*g* for 10 min at room temperature. Equal volume of plasma from each mouse was collected and transferred to a new tube with Hanks’ Balanced Salt Solution (HBSS) (with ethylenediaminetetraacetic acid, pH 6.4) and then centrifuged at 1,200*g* for 20 min at room temperature. The platelet pellet was resuspended in HBSS (pH 6.4) and then stained with CD61–PE (1:6, Thermo Fisher) and CD62P–Alexa 647 (1:6, BD Bioscience) antibodies for 30 min at room temperature. Platelets stained with platelet marker and activation marker were resuspended in the FACS buffer (PBS with 1% bovine serum albumin and 1% sodium azide (pH 6.4)) to give enough dilution so that very small size platelet can be detected when flowing through FACS machine. A total of 10,000 events were analyzed by flow cytometry at a flow rate of 25 µl ml^−1^. Activated platelets were identified as CD62P-positive cells within the CD61-positive population. Platelet count, assessed by platelet concentration, was calculated as the total number of CD61-positive platelets per each sample. Platelet count was normalized to the volume read by FACS. For in vitro studies, platelets isolated from mice were resuspended in HBSS (pH 6.4) and then were treated with vehicle, klotho or 1 mM ADP for 2 min at 37 °C. The immunostained platelets with CD61–PE and CD62P–Alexa 647 were analyzed by flow cytometry.

### Platelet inhibition treatment

ASA (Bayer Health Care) and CPG (Sciegen) diluted in drinking water (ASA 0.4 mg ml^−1^, CPG 0.15 mg ml^−1^) were supplied ad libitum from 72 h before the start of testing to the end of testing. Control mice received regular drinking water^31,55^.

### ELISA

For measurement of mPF4, ELISAs (R&D Systems) were performed according to the manufacturer’s directions. Briefly, each plasma sample was diluted by with ELISA buffer and analyzed for mPF4 by ELISA. For measurement of HIS-tagged mouse PF4 (GeneTex, GTX00334-pro), the HIS-tagged protein was first diluted in PBS (pH 7.5) and administered at a dose of 500 μg kg^−1^ (i.p.) 10 min before perfusion and brain tissue collection. Hippocampal and cortical tissues were dissected and then lysed with RIPA buffer to obtain homogenate samples. To determine HIS signal in the homogenates, HIS ELISA (Cell Biolabs) was performed according to the manufacturer’s directions. Briefly, 10 μg of protein from the brain homogenate sample was diluted with ELISA buffer and analyzed for HIS by ELISA.

### Immunohistochemistry

Mice were perfused with cold PBS (10 ml min^−1^) for 4 min using peristaltic pump. Whole brains were isolated and post-fixed in 4% (w/v) paraformaldehyde for 48 h before preservation in 30% (w/v) sucrose in PBS. Whole brains were sectioned coronally at a thickness of 40 μm on a freezing sliding microtome. Sections were stored in the cryoprotective medium at −20 °C. Free-floating sections were blocked with donkey serum and incubated with primary antibodies at 4 °C overnight at the following concentration for microscopy: rabbit anti-HIS (1:200, Invitrogen MA5-33032) and fluorescein-labeled lectin (1:200, Vector Laboratories). After washing, sections were incubated with donkey anti-rabbit Alexa Fluor Plus 555 (1:200, Thermo Fisher, A32794) and 300 nM of 4′,6-diamidino-2-phenylindole (DAPI) at room temperature for 2 h (refs. ^36,56^). Sections were washed, and mounted with Vectashield before imaging on digital fluorescent microscope with spinning disk confocal microscope (Nikon CSU-W1) For brain tile imaging, sections were imaged on the widefield microscope (Nikon 6D).

### Electrophysiology

Coronal brain slices of 300 μm thickness from mice were obtained as described^3–5^, with minor modifications. Briefly, measurements were obtained from the CA1 region following stimulation of the Schaffer Collateral path. Mice were anesthetized with isoflurane and the brain was collected and immediately placed in ice-cold artificial cerebrospinal fluid containing the following (in millimolar): 124 NaCl, 2.8 KCl, 2 MgSO_4_, 1.25 NaH_2_PO_4_, 10 glucose, 26 NaHCO_3_, 2.5 CaCl_2_, 1.3 ascorbic acid and sliced on a vibratome (Leica). Slices were incubated at 32 °C for 30 min, then recovered at room temperature for 1 h before testing. Slices were transferred to an interface chamber with circulating, oxygenated (95% O_2_ and 5% CO_2_) artificial cerebrospinal fluid at 30 °C and left to recover for 10–15 min before any stimulation. For field potential recordings, acute hippocampal slices were placed on a Med64-Quad II multielectrode array (Alpha MED Scientific). fEPSPs were elicited and recorded via planar electrodes of the Quad II 2×8 Probe AL-MED-PG501A by aligning the electrodes and the stratum radiatum region of hippocampal slices. An input–output curve was performed at the beginning of each recording to determine the appropriate stimulation intensity. Test stimuli at 30% of maximal intensity were delivered at 0.05 Hz and a stable baseline of fEPSP of 15–20 min was established before LTP induction. LTP was induced using a theta-burst protocol comprised of two trains delivered every 20 seconds, each train containing 10 bursts at 5 Hz, each burst containing four pulses at 100 Hz. Ro 25 (Tocris) was dissolved in normal saline at 2 mg ml^−1^ and added to the perfusion of acute hippocampal slices 1 h before the fEPSP recordings. Recordings and analysis were performed using Med64 Mobius Software (Alpha MED Scientific).

### Serum/urine chemistries and hematology

Serum and urine chemistry profiles were obtained using the AU680 Chemistry System (Beckman Coulter) with reagents designed for the AU680 Chemistry System, and end-product concentrations (either enzymatic end-point or enzymatic kinetic) were determined spectrophotometrically. Vitamin D analysis was performed at Cornell Veterinary Diagnostics Lab using a 25-hydroxyvitamin D radioimmunoassay from serum samples. Serum FGF23 level was determined by FGF23 ELISA (Immutopics, cat. no. 60-6800) according to the manufacturer’s directions. Complete blood count was obtained from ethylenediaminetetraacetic-acid-anticoagulated whole blood samples by use of the flow cytometry-based Sysmex XT-2000iV Automated Hematology Analyzer (Sysmex). White blood cell count, red blood cell count and platelet count were obtained for each sample. When there was a discrepancy between the manual differential cell counts and automated differential cell counts, the former was reported and used for further data analysis. Prothromin time and activated partial thromboplastin clotting time measurements were obtained using the Stago STA automated coagulation from sodium citrate plasma samples.

### Behavioral and cognitive tasks

#### Y maze

Mice were tested in the Y maze as described^3–5,57^. Briefly, mice were placed in one arm of the Y maze with three identical arms, 120° apart and allowed to explore freely for 5 min. Arm entries were recorded (AnyMaze) and an alternation was counted any time the mouse entered each of the three arms in successive arm entries. Percent alternations were measured.

#### Elevated plus maze

Mice were tested in the elevated plus maze as described^3–5,57^. After habituation to dim lighting in the testing room, mice were placed at the center of the apparatus (Hamilton-Kinder) at the junction between open and closed arms of the maze and allowed to explore for 10 min. Time spent in open arms, an index of anxiety-like behavior, was measured.

#### Open field test

Mice were tested in the open field as described^3–5,57^. Total activity of mice in the open field was measured with an automated Flex-Field/Open Field Photobeam Activity System (San Diego Instruments). Mice were tested in a clear plastic chamber for 10 min, with two photobeam arrays measuring movements.

#### Morris water maze

Mice were tested in the Morris water maze (Noldus Ethovision) as described^3–5,57^. Briefly, the water maze pool (diameter, 122 cm) contained white, opaque water (21 ± 1 °C). A square, 14 cm^2^ platform was submerged 2 cm below the water surface. One day before the hidden platform training, mice underwent two trials of pre-training by swimming through a channel to mount a hidden platform. During hidden platform training, the platform was placed in the same location and the mice drop location was varied between trials. Mice received two or four training trials per day, daily for 3–5 days, as indicated. Mice were allowed to search for the platform for a maximum of 60 s per trial. Following hidden platform training, the probe trial was conducted during the platform was removed. Mice were allowed to search for the platform location, an indication of memory, for 60 s.

#### Two-trial Y maze

Mice were tested in the two-trial Y maze (Noldus Ethovision), which assesses spatial and working memory, as described^5^. Briefly, mice underwent training by exploring the maze with a visual cue in one arm and another arm blocked off. Sixteen hours after training, mice underwent testing with all three arms open (start arm, familiar arm and novel arm) and the distance traveled exploring the novel arm compared with the familiar arm, an index of memory, was measured.

### Bulk RNA sequencing

RNA was extracted and the complementary DNA library was prepared from snap-frozen hippocampus as described^58^. Briefly, Illumina sequencing libraries were prepared using NextSeq Hi Output KT v2.5 and sequenced on an iSeq 100 sequencing system. Samples with fewer than 1 million reads were excluded because of low coverage. Data visualization and analysis was done using custom R scripts and the ‘deseq2’,’ggplot2’, ‘dlpyr’, ‘VISION’ and ‘pheatmap’ Bioconductor packages were used. Briefly, raw counts were normalized using Deseq2 and principal component analysis revealed an age and treatment effect. Differentially expressed genes were identified using the standard Deseq2 pipeline. *P* values were adjusted for multiple testing and genes with padj <0.05 were called statistically significant. A cognitive *z*-score for each mouse was used as a covariate and the mice were binned into ‘High’ or ‘Low’ categories using their cognitive *z*-scores. The transcriptional cognitive signature was determined by identifying a set of genes differentially regulated in ‘High’-performing mice compared to ‘Low’-performing mice. An RNA score based on the signature was calculated for each mouse. Hierarchical clustering was performed using Ward’s clustering algorithm to generate an expression heat map based on their cognitive *z*-scores. Ingenuity pathway analysis was used for identifying Gene Ontology terms that most associate with the differentially expressed genes in old mice treated with mPF4 (QIAGEN).

### Statistics and reproducibility

Statistical analyses were executed with GraphPad Prism (version 7.0) or R for *t*-tests and analyses of variance (ANOVAs). Data distribution was tested for normality using the Shapiro–Wilk test; variance of data was not formally tested. Differences between two means were assessed by two-tailed *t*-tests for all experiments unless indicated otherwise. One-tailed *t*-tests were applied in an unbiased manner to experiments that were independent replications of previous findings because of prior knowledge of the expected direction of change. Differences among multiple means were assessed by two-way ANOVA. R was used for Wilcoxon rank-sum tests. Unless indicated otherwise, multiple comparisons of post hoc *t*-tests were corrected with the Benjamini–Hochberg. A mixed-model ANOVA was used for analyses of Morris water maze data and included the effects of repeated measures. Linear mixed-effects models were fit in R^59^ using the standard lme4 (ref. ^60^) package. Statistics are summarized in Supplementary Table 6. In mouse studies, exclusion criteria (greater than two standard deviations above or below the mean) were defined a priori to ensure unbiased exclusion of outliers. No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported for behavior and synaptic plasticity in our previous publications^3–6,21^. Error bars represent ± standard error of the mean (s.e.m.). Null hypotheses were rejected at or below a *P* value of 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Reporting Summary

Supplementary Tables 1–6 Supplementary Tables 1–6.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

## Data Availability

Plasma proteomics raw data are available from ProteomeXchange Consortium via the PRIDE with dataset identifier PXD040167. RNA-sequencing raw data are available from the Gene Expression Omnibus under accession code GSE171929. All other data supporting the findings of this study are available in the source data files or from the corresponding author upon reasonable request.

## References

[1] Leiter O (2019). Exercise-induced activated platelets increase adult hippocampal precursor proliferation and promote neuronal differentiation. Stem Cell Rep..

[2] van der Meijden PEJ, Heemskerk JWM (2019). Platelet biology and functions: new concepts and clinical perspectives. Nat. Rev. Cardiol..

[3] Dubal DB (2014). Life extension factor klotho enhances cognition. Cell Rep..

[4] Dubal DB (2015). Life extension factor klotho prevents mortality and enhances cognition in hAPP transgenic mice. J. Neurosci..

[5] Leon J (2017). Peripheral elevation of a klotho fragment enhances brain function and resilience in young, aging, and α-synuclein transgenic mice. Cell Rep..

[6] Castner, S. A. et al. Longevity factor klotho enhances cognition in aged nonhuman primates. *Nat. Aging*10.1038/s43587-023-00441-x (2023).10.1038/s43587-023-00441-xPMC1043227137400721

[7] Masso A, Sanchez A, Bosch A, Gimenez-Llort L, Chillon M (2018). Secreted αKlotho isoform protects against age-dependent memory deficits. Mol. Psychiatry.

[8] Leiter O, Walker TL (2019). Platelets: the missing link between the blood and brain?. Prog. Neurobiol..

[9] Chateau MT, Araiz C, Descamps S, Galas S (2010). Klotho interferes with a novel FGF-signalling pathway and insulin/Igf-like signalling to improve longevity and stress resistance in *Caenorhabditis elegans*. Aging.

[10] Kurosu H (2005). Suppression of aging in mice by the hormone klotho. Science.

[11] Singh AP (2019). αKlotho regulates age-associated vascular calcification and lifespan in zebrafish. Cell Rep..

[12] Laszczyk AM (2017). Klotho regulates postnatal neurogenesis and protects against age-related spatial memory loss. Neurobiol. Aging.

[13] Zhao Y (2020). Klotho overexpression improves amyloid-β clearance and cognition in the APP/PS1 mouse model of Alzheimer’s disease. Aging Cell.

[14] Wolf I (2008). Klotho: a tumor suppressor and a modulator of the IGF-1 and FGF pathways in human breast cancer. Oncogene.

[15] Urakawa I (2006). Klotho converts canonical FGF receptor into a specific receptor for FGF23. Nature.

[16] Liu H (2007). Augmented Wnt signaling in a mammalian model of accelerated aging. Science.

[17] Yokoyama JS (2017). Systemic klotho is associated with KLOTHO variation and predicts intrinsic cortical connectivity in healthy human aging. Brain Imaging Behav..

[18] Gaitan JM (2022). Circulating klotho is higher in cerebrospinal fluid than serum and elevated among KLOTHO heterozygotes in a cohort with risk for Alzheimer’s disease. J. Alzheimers Dis..

[19] Yokoyama JS (2015). Variation in longevity gene KLOTHO is associated with greater cortical volumes. Ann. Clin. Transl. Neurol..

[20] Kundu P (2022). Serum levels of α-klotho are correlated with cerebrospinal fluid levels and predict measures of cognitive function. J. Alzheimers Dis..

[21] Gupta S (2022). KL1 domain of longevity factor klotho mimics the metabolome of cognitive stimulation and enhances cognition in young and aging mice. J. Neurosci..

[22] Hu MC (2016). Renal production, uptake, and handling of circulating αklotho. J. Am. Soc. Nephrol..

[23] Maugeri, N. et al. Platelet microparticles sustain autophagy-associated activation of neutrophils in systemic sclerosis. *Sci. Transl. Med.*10.1126/scitranslmed.aao3089 (2018).10.1126/scitranslmed.aao308930045975

[24] Baumann J (2022). Reduced platelet forces underlie impaired hemostasis in mouse models of MYH9-related disease. Sci. Adv..

[25] Lefrancais E (2017). The lung is a site of platelet biogenesis and a reservoir for haematopoietic progenitors. Nature.

[26] Jiang L (2013). A critical role of thrombin/PAR-1 in ADP-induced platelet secretion and the second wave of aggregation. J. Thromb. Haemost..

[27] Schoenwaelder SM (2016). 14-3-3ζ regulates the mitochondrial respiratory reserve linked to platelet phosphatidylserine exposure and procoagulant function. Nat. Commun..

[28] Iglesias MJ (2023). Elevated plasma complement factor H related 5 protein is associated with venous thromboembolism. Nat. Commun..

[29] Pircher J (2018). Cathelicidins prime platelets to mediate arterial thrombosis and tissue inflammation. Nat. Commun..

[30] Xiao, Z. et al. FGF23 expression is stimulated in transgenic α-Klotho longevity mouse model. *JCI Insight*10.1172/jci.insight.132820 (2019).10.1172/jci.insight.132820PMC696201631801907

[31] Lieschke F, Zheng Y, Schaefer JH, van Leyen K, Foerch C (2020). Measurement of platelet function in an experimental stroke model with aspirin and clopidogrel treatment. Front. Neurol..

[32] Zheng Y (2019). Dual antiplatelet therapy increases hemorrhagic transformation following thrombolytic treatment in experimental stroke. Stroke.

[33] Sangkuhl K, Klein TE, Altman RB (2010). Clopidogrel pathway. Pharmacogenet. Genomics.

[34] Awtry EH, Loscalzo J (2000). Aspirin. Circulation.

[35] Dubrac A (2010). Functional divergence between 2 chemokines is conferred by single amino acid change. Blood.

[36] Yang AC (2020). Physiological blood–brain transport is impaired with age by a shift in transcytosis. Nature.

[37] Terstappen GC, Meyer AH, Bell RD, Zhang W (2021). Strategies for delivering therapeutics across the blood–brain barrier. Nat. Rev. Drug Discov..

[38] Herve F, Ghinea N, Scherrmann JM (2008). CNS delivery via adsorptive transcytosis. AAPS J..

[39] Visentin GP, Moghaddam M, Beery SE, McFarland JG, Aster RH (2001). Heparin is not required for detection of antibodies associated with heparin-induced thrombocytopenia/thrombosis. J. Lab. Clin. Med..

[40] Rauova L (2006). Role of platelet surface PF4 antigenic complexes in heparin-induced thrombocytopenia pathogenesis: diagnostic and therapeutic implications. Blood.

[41] Rhea EM (2021). The S1 protein of SARS-CoV-2 crosses the blood–brain barrier in mice. Nat. Neurosci..

[42] Morris RG, Anderson E, Lynch GS, Baudry M (1986). Selective impairment of learning and blockade of long-term potentiation by an *N*-methyl-d-aspartate receptor antagonist, AP5. Nature.

[43] Nakazawa K, McHugh TJ, Wilson MA, Tonegawa S (2004). NMDA receptors, place cells and hippocampal spatial memory. Nat. Rev. Neurosci..

[44] Lu, W., Du, J., Goehring, A. & Gouaux, E. Cryo-EM structures of the triheteromeric NMDA receptor and its allosteric modulation. *Science*10.1126/science.aal3729 (2017).10.1126/science.aal3729PMC556880328232581

[45] Paoletti P, Neyton J (2007). NMDA receptor subunits: function and pharmacology. Curr. Opin. Pharmacol..

[46] Bizon JL, Foster TC, Alexander GE, Glisky EL (2012). Characterizing cognitive aging of working memory and executive function in animal models. Front. Aging Neurosci..

[47] Eslin DE (2004). Transgenic mice studies demonstrate a role for platelet factor 4 in thrombosis: dissociation between anticoagulant and antithrombotic effect of heparin. Blood.

[48] Consortium GT (2020). The GTEx Consortium atlas of genetic regulatory effects across human tissues. Science.

[49] Palmer DS (2022). Exome sequencing in bipolar disorder identifies AKAP11 as a risk gene shared with schizophrenia. Nat. Genet..

[50] Hines DJ (2022). Human ARHGEF9 intellectual disability syndrome is phenocopied by a mutation that disrupts collybistin binding to the GABAA receptor α2 subunit. Mol. Psychiatry.

[51] Chahrour M (2008). MeCP2, a key contributor to neurological disease, activates and represses transcription. Science.

[52] Na ES (2012). A mouse model for MeCP2 duplication syndrome: MeCP2 overexpression impairs learning and memory and synaptic transmission. J. Neurosci..

[53] Amaro-Gahete FJ (2018). Role of exercise on S-klotho protein regulation: a systematic review. Curr. Aging Sci..

[54] Bruderer R (2017). Optimization of experimental parameters in data-independent mass spectrometry significantly increases depth and reproducibility of results. Mol. Cell Proteomics.

[55] Lauer A (2011). Antiplatelet pretreatment does not increase hematoma volume in experimental intracerebral hemorrhage. J. Cereb. Blood Flow Metab..

[56] De Miguel Z (2021). Exercise plasma boosts memory and dampens brain inflammation via clusterin. Nature.

[57] Davis, E. J. et al. A second X chromosome contributes to resilience in a mouse model of Alzheimer’s disease. *Sci. Transl. Med*. 10.1126/scitranslmed.aaz5677 (2020).10.1126/scitranslmed.aaz5677PMC840926132848093

[58] Schaum N (2020). Ageing hallmarks exhibit organ-specific temporal signatures. Nature.

[59] R: a language and environment for statistical computing. Version 3.6.1 (R Foundation for Statistical Computing, 2019).

[60] Bates D, Mächler M, Bolker B, Walker S (2015). Fitting linear mixed-effects models using lme4. J. Statist. Softw..

# Supplementary material for: Platelet factors are induced by longevity factor klotho and enhance cognition in young and aging mice
**Source:** Nat Aging. 2023 Aug 16;3(9):1067–78. doi: 10.1038/s43587-023-00468-0
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

AnyMaze(version 6.35), Ethovision (version 10, Noldus), Attune NXT Acoustic Focusing Cytometer, Med64 Mobius (Alpha MED Scientific Inc), SpectroMine (version 2.0), AU680 Chemistry System, Sysmex XT-2000iV Automated Hematology Analyzer, Stago STA, NextSeq Hi Output KT v2.5, iSeq 100

Data analysis

Proteomic analyses were carried out with Spectronaut Pulsar X (version 15). Image analyses were carried out with ImageJ1.53t. Statistical analyses were carried out with GraphPad Prism (version 7.0) or R (version 4.2.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Plasma proteomics raw data are available from ProteomeXchange Consortium via the PRIDE with dataset identifier PXD040167.

RNA-seq raw data are available from the Gene Expression Omnibus under accession code GSE171929.  
All code for RNA seq analysis is available at [https://github.com/DenaDubal/Park\\_et\\_al\\_2023](https://github.com/DenaDubal/Park_et_al_2023)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported for behavior and synaptic plasticity in our previous publications.                                                                                                                                                                                                                                                                                                           |
| Data exclusions | In the murine biochemistry, synaptic plasticity, and behavioral studies, exclusion criteria (greater than 2 SDs above or below the mean) were defined a priori to ensure unbiased exclusion of outliers. Examples of some outliers in studies included a clotted blood sample, mice that floated instead of swam, synaptic plasticity that returned to baseline and did not maintain amplitude.                                                                                                |
| Replication     | Significant results are replicated in ELISA, platelet activation assay, immunohistochemistry, synaptic plasticity and behavior studies. Replication includes either at least two independent cohorts or tests. Plasma proteomics and hippocampal RNA seq analysis was not attempted for replication. However, PF4 elevation results from plasma proteomics were confirmed by ELISA. Synaptic plasticity studies with direct mPF4 application to hippocampus was not attempted for replication. |
| Randomization   | No randomization method was used to allocate animals to experimental groups                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | We blind experimenters to genotype and/or drug treatment for studies.                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | CD61-PE (Thermo Fischer, 12-0611-82), CD62P-alexa 647 (BD Bioscience, 563674) , rabbit anti-HIS (Invitrogen MA5-33032), fluorescein-labelled lectin (Vector Laboratories), Donkey anti-rabbit Alexa Fluor Plus 555 (Thermo Fischer, A32794)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Validation      | CD61-PE (Thermo Fischer, 12-0611-82), CD62-alexa 647 (BD Bioscience, 563674) have been validated by Thermo Fischer and BD Bioscience, respectively by demonstrating FACS analysis on mouse platelets responsive to thrombin treatment. These antibodies were also validated in other study (Leiter et al, 2019, Stem Cell Rep), where they were shown to specifically label activated mouse platelets through FACS analysis. Anti-Lectin was validated for the indicated species and applications by the manufacturer and in another study (Yang et al, 2020, Nat). Anti-HIS was shown to specifically stain his-tagged protein in the immunostaining with no cross reactivity with other endogenous protein in mammalian or bacteria cells by the manufacturer. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                               |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J mice studies were conducted in males. PF4KO studies were conducted in female and male mice. Young mice were 3-6 months old. Aging mice were 17-22 months old.        |
| Wild animals            | The study did not involve wild animals                                                                                                                                        |
| Reporting on sex        | C57BL/6J mice studies were conducted in males. PF4KO studies were conducted in female and male mice                                                                           |
| Field-collected samples | The study did not involve samples collected from the field                                                                                                                    |
| Ethics oversight        | All studies were approved by the Institutional Animal Care and Use Committee of the University of California, San Francisco, and conducted in compliance with NIH guidelines. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Briefly, whole blood via cardiac puncture was collected into a final concentration of 0.38% sodium citrate solution (pH 7) and then centrifuged at 200g for 10min at room temperature. Equal volume of plasma from each mouse was collected and transferred to a new tube with HBSS (with EDTA, pH 6.4) and then centrifuged at 1200g for 20min at room temperature. The platelet pellet was resuspended in HBSS (pH 6.4) and then stained with CD61-PE (Thermo Fischer) and CD62-alexa 647 (BD Bioscience) antibodies for 30min at room temperature. Platelets stained with platelet marker and activation marker were resuspended in the FACS buffer (PBS with 1% BSA and 1% sodium azide (pH 6.4)) to give enough dilution so that very small size platelet can be detected when flowing through FACS machine. |
| Instrument         | Attune NxT                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

|                           |                                                                                                                                                                                                                                                                                                    |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | Attune Nxt Acoustic Focusing Cytometer was used to collect and analyzed the data.                                                                                                                                                                                                                  |
| Cell population abundance | cell sorting not employed.                                                                                                                                                                                                                                                                         |
| Gating strategy           | Using the SSC/CD61 gating, debris was removed by gating on the main cell population. CD61-positivity and CD62P-negativity thresholds for the resting platelet population was defined on the basis of unstained samples. Identical positivity and negativity thresholds was applied to all samples. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

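The re-analysis used hippocampal RNA-seq counts from 47 male C57BL/6J mice in 4 groups, Young Veh (n = 13), Young mPF4 (n = 12), Aging Veh (n = 12) and Aging mPF4 (n = 10), grouped by the age and treatment in the sample labels. The authors deposited raw counts of reads per gene, without normalization. According to the labels they trimmed reads with Trim Galore 0.3.7, aligned them with STAR 2.5.3a to GRCm38 and analysed the counts with DESeq2. The paper excluded samples of low coverage, and no further library was excluded here. One Aging mPF4 library number is absent from the table.

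Counts of the 35486 genes were read as deposited. No row lacked a gene name. Total counts per library ranged from 2242879 to 21112908 (median 10374007), which sets the precision of genes with few reads. The quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 was fitted to the 4 groups together, with TMM normalization and the filterByExpr count filter, which 17778 genes passed. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called. DESeq2, which the paper's methods name, was run as an alternative rather than as the main test. The contrasts were Aging Veh against Young Veh, Aging mPF4 against Aging Veh, Young mPF4 against Young Veh, and the difference of the mPF4 effects between ages. Standard errors of log2 fold changes are the absolute fold change divided by the square root of the F statistic. Log2 CPM used a prior count of 2.

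Principal components came from the variance-stabilised values of DESeq2 1.42.0 for the 500 most variable genes. The RNA score was the mean over the 44 genes of Supplementary Table 5 of the signed log2 normalized count, with signs from the correlation of the tabulated values with those of Akap11, since the paper's text does not list signs. The paper's methods name VISION, whose scaling was not repeated. Group differences in single values used two-sided permutation tests with 100000 resamples, and the difference of mPF4 effects between ages permuted residuals of the additive model.

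The length index of a library was the mean gene-centred log2 CPM of the genes whose longest transcript has at least 4594 bases minus that of the genes whose longest transcript has at most 2006 bases. Lengths came from an annotation of GRCm38 and were found for 17666 of the genes tested (99.4%). A choroid plexus marker score was the mean log2 CPM of 10 genes (Ttr, Folr1, Kcne2, Otx2, Clic6, Prlr, Aqp1, Slc4a5, Sostdc1 and Calml4). In Supplementary Table 3, 1 gene symbol had been turned into a date and was restored to March1 from its Ensembl identifier.

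The genes named are Akap11, Pf4 and Kl, the 5 genes with the smallest adjusted p below 0.05 in each comparison, any gene of Supplementary Table 4 whose sign differed from the paper's (0 genes did), and every gene of a list of 5 or fewer. Some genes that meet the rule are left out. The rule was written after the values in Supplementary Tables 3, 4 and 5 had been seen.

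The steps were tested on simulated counts for the mPF4 comparison in aging mice. Of the genes changed by 0.25, 0.5 and 1 on the log2 scale, edgeR recovered 26.9% of 67, 62.7% of 67 and 90.9% of 66, with 3 other genes called among 17646 tested. DESeq2 recovered 28.4%, 64.2% and 90.9%, with 6 others called.

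The main settings and these alternatives were chosen before the data were examined: DESeq2's test, DESeq2's size factors, other count filters, the groups compared alone, a replicate block, covariates (length index, first surrogate variable from sva 3.50.0, library number, age in months), each library left out in turn, other inputs to the principal components, other forms of the RNA score and other gene sets. Leaving out the 8 libraries of lowest depth, a covariate for them, and removal of the choroid plexus score from the principal components were added after the data had been examined. The pathway prediction of Extended Data Fig. 9f was not repeated, because its knowledge base was not available, and the choice of the 44 genes was not repeated, because the mice's cognitive scores are not joined to the libraries.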

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

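Chosen after the results were seen were the test of depth for Aging mPF4 replicate 8, the correlations of its 2 measures, the interaction tests of single measures and the use of the interaction over all genes to weigh selection. The other tests in this part were written before.

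Aging mPF4 replicate 8 lay far from the other 9 Aging mPF4 libraries in 2 of the 19 measures examined, where chance gives about 1 in 20. Its length index was -0.228, with the nearest of the others at -0.0659, and its second principal component was 11.1, with the nearest at 2.31. The 2 measures are related over the 47 libraries, at r = -0.691 (permutation p = 1e-05, the smallest they can give) and rho = -0.361 (permutation p = 0.0128), with r = -0.628 without this library and -0.393 without the 2 farthest, so that much of the relation rests on those 2. The library's total count of 12380047 was above the median of the others (9181238), which argues against low depth. Young Veh replicate 4 lay farther out in both measures, at -0.348 and 11.4, so the pattern is not particular to mPF4. Lower RNA integrity in this library stays open, since the files hold no measure of it, and no biological explanation was tested. Without the library, 0 genes were called for mPF4 in aging mice by edgeR, and the correlation of the mPF4 log2 fold changes with transcript length went from -0.189 to -0.0880.

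The mPF4 effect on Akap11 differed between aging and young mice, by -0.16 on the log2 scale (permutation of residuals, p = 1.5e-04, adjusted over the 8 measures tested 6e-04), and all 10 Aging mPF4 mice lay below the Aging Veh median. The paper selected this gene because it changed in these aging mice, which enlarges such a difference. Tested over all genes, the interaction gave 0 calls of Akap11 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.829, and unadjusted p = 6.97e-04), with 707 genes at an unadjusted p under 0.05 and 0 called by DESeq2. An effect of selection and an effect of mPF4 that depends on age therefore cannot be told apart for this gene, because no mice outside the selection were sequenced.

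In the aging comparison, 3 called genes are not in Supplementary Table 3, and all 3 were lower in Aging Veh. Top2a had a log2 fold change of -1.76 (standard error 0.32, adjusted p = 4.5e-04 from edgeR's quasi-likelihood test), with 0 to 6 reads per library in Aging Veh and 3 to 25 in Young Veh. It stayed called with any of the 25 libraries left out, and DESeq2 gave it no adjusted p. Cracr2b (-0.52, adjusted p = 0.0441) and Prkra (-0.18, adjusted p = 0.0483), by the same edgeR test, were not called by DESeq2 (adjusted p = 0.0661 and 0.0677). Top2a and Cracr2b were below every Young Veh mouse in 6 of 12 Aging Veh mice, and Prkra in 8 of 12. These last calls were lost in most fits that left out a library, remaining in 7 and 6 of 25. Chance as the source of the aging calls as a whole was excluded: 1 of 100 splits of the mice, the real one, gave as many calls (492, highest other 14). No explanation particular to these 3 genes was tested.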

How the results depend on the processing

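The settings without the 8 libraries of lowest depth, with these libraries as a covariate, and with the choroid plexus score removed, the random removals of libraries and the simulations with more reads or mice were chosen after the data had been examined. The other settings were written before.

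Of the 492 aging calls, 483 were also called by DESeq2 (627 in total). The count moved most in 3 settings. It was 901 with the length index as a covariate, of which 59.8% were higher in aging mice against 78.0% without it. It was 176 without the 8 libraries of lowest depth, of which 88.6% were higher. With library number as a covariate it was 0 by edgeR (1188 at an unadjusted p under 0.05), because the numbers separate young from aging mice and the standard errors rose (median 0.0615 to 0.129). The median ratio of the log2 fold changes of the 492 genes to those without the covariate was 0.969 (SD 0.492, from -0.670 to 2.32), so the fold changes of single genes are poorly determined there. With each library left out in turn it ranged from 356 to 593. The cause of the rise to 901 was not tested.

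The 6 calls for mPF4 in aging mice were less stable. DESeq2 called 24, the replicate block 10 and the age covariate 14. The count was 0 by edgeR with the length index (1364 at an unadjusted p under 0.05), with library number (1133), with only the groups compared (988), without the 8 libraries of lowest depth (1014) and with these libraries as a covariate (982). Of 100 random removals of as many libraries per group as the 8, 75 also gave 0 calls by edgeR (from 0 to 29). In the other settings the cause was not tested. Over the same 6 genes the median ratio of the log2 fold change to that of the fit without the setting was 0.890, 1.00, 1.01, 1.01 and 0.961 in this order, and single genes ranged from 0.690 to 1.11 with library number, so most fold changes moved less than the calls. The count ranged from 0 to 20 with each library left out. It was 0 without Aging Veh replicate 1, 2, 3, 5 or 7 and without Aging mPF4 replicate 5, 6, 7 or 8. It was 3 without Aging Veh replicate 4, 6 or 8, 20 without Aging Veh replicate 11 and 10 without Aging Veh replicate 12. It was 10 without Aging mPF4 replicate 1, 1 without replicate 9, 2 without replicate 10 and 3 without replicate 11.

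In young mice 0 genes were called by edgeR in every setting run (213 at an unadjusted p under 0.05 without any of them, and 0 by DESeq2). The interaction called 0 genes in every setting but that with no filter beyond 1 count, which called 1 gene, Gm26519, named after its values were seen. Gm26519 had 71 reads over all libraries (31, 6, 1 and 33 in Young Veh, Young mPF4, Aging Veh and Aging mPF4) and is outside the genes tested with the filter.

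Neither the labels nor the paper say that a replicate number marks a shared animal, litter or day, and the values do not show it for every pair, so the mice were treated as unpaired. Same-numbered libraries deviated together at a correlation over 0.1 in 3 of 12 pairs of Aging Veh and Young Veh, 5 of 10 of Aging mPF4 and Aging Veh, and 4 of 12 of Young mPF4 and Young Veh. The median correlation was -0.00103, 0.112 and -0.0820 for same-numbered libraries and -0.0104, -0.0320 and -0.00917 for others, in this order. Same-numbered Aging mPF4 and Aging Veh mice were of nearer age (median gap 0.065 months, equal in 4 of 10) than others (0.465 months, equal in 10 of 110), so the numbers partly follow age there. The best match of a library was its own number in 1, 2 and 2 cases. The replicate block gave 453 aging calls, 10 mPF4 calls in aging mice and 0 in young mice.

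The distances between mPF4 and vehicle on the principal components kept their side of the threshold in all settings run, as did the lower RNA score of Aging Veh and the effect of mPF4 on the score in young mice. The score difference between Aging mPF4 and Aging Veh was 0.126 without the genes called by aging (permutation p = 0.0694), and 0.114 after removing the regression on the length index (permutation p = 0.00616). The difference between Aging mPF4 and Young Veh no longer passed the threshold without the genes called by aging (-0.0964, permutation p = 0.258) and without the 8 libraries of lowest depth (-0.0891, permutation p = 0.136). In the first of these fewer genes entered the score, and in the other fewer mice. The cause was not tested further. With the treatments of an age pooled, where more mice enter, Pearson's r of the RNA score with memory was 0.506 in young and 0.498 in aging mice and passed the threshold without adjustment (permutation p = 0.0107 and 0.0187). In the single groups r was 0.577, 0.423, 0.430 and 0.535. Before adjustment it passed in Young Veh (permutation p = 0.0327), and after adjustment over the groups in 0 of 4, while Spearman's rho passed after adjustment in 1 of 4, Young Veh (0.0364). The choice of the signature genes on the cognitive scores of these mice favours a positive value in all of these correlations.

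The correlation of log2 fold changes with transcript length was 0.144 for aging and -0.189 for mPF4 in aging mice, and rose in size to 0.297 and -0.359 among genes with a mean CPM of at least 10. The cause was not tested. Without Young Veh replicate 4 the aging value was 0.0477. For mPF4 in young mice it was 0.0646 and changed sign to -0.106 without Young Veh replicate 4. The share of opposite signs was 92.7% for the genes called by DESeq2 and 92.8% for the genes of Supplementary Table 3.

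For Akap11, Pf4, Kl, Spag6, Kif1b, Hivep2, Plec, Id2 and Arfgap3, 120 of 148 values over 13 results kept their direction and side of the threshold, 25 fell below it and 3 reversed. The values that reversed were those of Kl, not past the threshold in any setting: 0.15 for aging with the first surrogate variable, and -0.18 with the first surrogate variable and -0.19 with library number for mPF4 in aging mice. The differences of Akap11 between groups kept their side of the permutation threshold in all settings run.

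In simulated data, the number of mice and the spread between them limited the recovery of small mPF4 changes more than depth did. A change of 0.25 on the log2 scale was recovered by edgeR for a median of 27.6% of genes over 10 simulations of the mice as sequenced (20.9% to 38.8%). It was recovered for 35.8% with 4 times the reads (25.4% to 43.3%), 50.0% with the dispersion divided by 4 (43.3% to 58.2%) and 67.9% with 4 times the mice (65.7% to 82.1%). For a change of 0.5 the medians were 67.9%, 78.4%, 81.3% and 93.3% in this order. The small number of calls therefore does not show that other genes did not change.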

Differences from the paper's values

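The paper's reported number of genes altered by PF4 in aging mice is 24, and 6 were called here by edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 24, and they are the same 24 genes. The others did not reach it: DESeq2's size factors in edgeR gave 6, no filter beyond 1 count 7, a mean CPM of at least 10 also 7, the replicate block 10, the first surrogate variable 7, age in months 14, and the length index, library number and only the groups compared 0 each.

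The paper's table lists 19 of its genes as decreased by PF4, and 4 were called as decreased here. DESeq2 gave 19, and the other alternatives gave from 0 to 12.

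The paper states that principal component analysis showed an effect of PF4 in aging but not in young mice. Here the mPF4 and vehicle means on the first 2 components were separated in neither age (permutation p = 0.905 in aging and 0.981 in young mice), and none of the settings run gave a separation past the threshold. The paper's text does not state which components it used, so the comparison holds for the first 2 only. Here the first component followed the choroid plexus markers (r = 0.985). With their score removed there was no separation either (permutation p = 0.939 in aging and 0.791 in young mice).

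The paper states that PF4 returned the RNA score to young levels. Here Aging mPF4 mice stayed below Young Veh mice by a difference of -0.116 (permutation p = 0.0460), and the paper's own scores give a difference of -0.0914 (permutation p = 0.0450). Neither p was adjusted over the comparisons of the score, and both lie near the threshold. The difference did not pass the threshold without the genes called by aging (permutation p = 0.258) or without the 8 libraries of lowest depth (permutation p = 0.136), a setting chosen after the values were seen. In the other settings run it passed (permutation p from 0.00858 to 0.0459). Young Veh replicate 4 scored -5.66 (next highest in its group -5.89) and Aging mPF4 replicate 8 scored -5.82 (next highest -5.95). These libraries move the difference in opposite directions, and the score was not tested with a single library left out. The paper's scores differ from those here by a scale that its text does not state, so group means were not compared.

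The paper states that the score correlated with memory in young and aging mice. In its own pairs, r was positive in all 4 groups, and after adjustment over the groups 0 of 4 passed for Pearson's r and 1 of 4, Young Veh, for Spearman's rho. Pooled by age after removing group means, which is closer to the paper's statement, r was 0.506 in young mice (permutation p = 0.0107) and 0.498 in aging mice (permutation p = 0.0187), and rho was 0.628 (permutation p = 0.00111) and 0.416 (permutation p = 0.0563), all without adjustment. The statement holds for r in these rows as a description. The signature genes were chosen on the cognitive scores of these mice, which the permutation tests leave out, so the values are not independent evidence.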

Other observations

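Chosen after the results were seen were the tests of choroid plexus for the first principal component, the aging changes and the mPF4 changes, of library number for the aging changes, and of the number of libraries left after removing the 8 of lowest depth. The other tests in this part were written before their results.

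The aging changes exceeded those of other splits of the same mice. The real split gave 492 calls and the highest other 14, and 1 of 100 splits, the real one, gave as many, so chance is excluded. Length-dependent differences between libraries as the whole source are argued against, since 87.8% of the genes stayed called with the same sign with the length index in the model. The libraries of lowest depth are argued against too, since the log2 fold changes without these 8 were a median of 0.964 of those with them. Choroid plexus in the dissected tissue stays open for part of the genes. With the first surrogate variable, which follows the choroid plexus markers (r = 0.994 in size with the first principal component), 57.5% of the 492 genes stayed called. The median ratio of their fold changes was 0.950 (SD 0.133), and their median standard error rose from 0.0615 to 0.0643. Order of the library numbers stays open as well. The mean slope within groups, signed by the change, was 0.00314 per library number (SD 0.00214 from relabelled numbers), below the 0.0127 that the whole change would need, but the bound set for exclusion was not met. A biological effect of age remains among the open explanations.

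Fewer genes were called by aging without the 8 libraries of lowest depth (176). Of 100 random removals of as many libraries per group, 23 gave as few calls (median 240.5, from 111 to 585), so the smaller number of libraries may account for the fall.

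The mPF4 changes in aging mice exceeded those of other splits. The real split gave 6 calls and the highest other 2, and 1 of 100, the real one, gave as many, so chance is excluded for the count. The values argue against 4 explanations as the whole source. The median ratio of the fold changes of the 6 genes was 0.890 with the length index (SD 0.0778, standard errors from a median of 0.0482 to 0.0460, smallest adjusted p over all genes 0.0647 by edgeR's quasi-likelihood test, so that the calls ended on a modest fall of the fold changes), 1.01 (SD 0.0881) without the 8 libraries of lowest depth, 1.01 with age in months and 0.994 with the first surrogate variable. Order of the library numbers cannot be told apart from mPF4. Aging Veh libraries are numbered 1 to 12 and Aging mPF4 libraries 13 to 23, and the slope of the 6 genes within groups, signed by the mPF4 change, was 0.0125 per number (SD 0.00449 from relabelled numbers), where 0.0203 would give the whole change. With library number in the model, the median ratio of the fold changes of the 6 genes was 1.00 (SD 0.149, from 0.690 to 1.11). Their median standard error rose from 0.0482 to 0.0608. This ratio goes against library order and the slope goes with it, so it stays open. The labels do not say what the numbers stand for. An effect of mPF4 remains among the open explanations.

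In young mice and in the interaction, 0 genes were called by edgeR (213 and 707 at an unadjusted p under 0.05, and 0 by DESeq2). Any split reaches a count of 0, so the 100 of 100 splits that gave as many (highest other 1 each) say nothing about chance.

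The opposite direction of the aging and mPF4 changes is only partly separated from the design. Relabelling Aging mPF4 and Aging Veh gave as large a share of opposite signs in 2 of 100 splits, the real one included (93.3%, highest other 93.8%). That count met the bound set beforehand and argues against chance, but does not exclude it, since a relabelling exceeded the real share. The Aging Veh libraries shared by the comparisons remain an open explanation. With these libraries divided between the comparisons, the covariance was below 0 in 68 of 100 divisions, between the bounds set for excluding and for accepting it. In the same divisions a median of 83.6% of the genes called by aging had opposite signs (49.3% to 92.5%), above 50% in 99 of 100, which goes against this explanation. The divisions reuse the same mice and the genes vary together, so this count is not one of independent tests, and no bound on it had been set. Simulations with an aging change, shared Aging Veh mice and no mPF4 effect gave opposite signs in at most 74.5% of the genes they called by aging, which goes against this explanation. For the 492 genes the share was at most 56.1%. These genes were not chosen on the simulated libraries, so this second value does not test the sharing. The simulations called a median of 1532 genes by aging against the real 492, so the simulated libraries differ from the real ones and do not settle it. The observed covariance, -0.0141, lay outside the range simulated for unchanged groups (-0.0122 to -0.0103) but inside the range of relabelled mice (-0.0371 to -9.97e-04). The correlation, -0.514, lay inside the range simulated for unchanged groups (-0.545 to -0.480). It lay outside the range simulated with the aging change and no mPF4 effect (-0.334 to -0.266), which goes against shared libraries. The limit of those simulations given above holds here too.

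The correlation of log2 fold changes with transcript length, across genes, was 0.144 for aging, and 53 of 100 splits gave a value as far from 0 (highest other 0.270). For mPF4 in young mice it was 0.0646, and 77 of 100 splits did (highest other 0.256). Chance is not excluded for either. For mPF4 in aging mice it was -0.189 (jackknife standard error 0.110), and 3 of 100 splits gave a value as far from 0 (highest other 0.239). That count met the bound set beforehand and argues against chance, without adjustment over the trends tested. It does not exclude chance, since other splits went farther, and without Aging mPF4 replicate 8 the value was -0.0880.

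The RNA score was lower in Aging Veh by more than any 44 genes of like expression gave, since its difference lay at percentile 0 of 10000 lists matched on mean expression and signed in the same way. The 44 genes were chosen by the study on these mice, which the random lists were not. After removing the within-group regression on the length index, 84.5% of that difference remained, which argues against length-dependent differences as the whole source. For the higher score in Aging mPF4 than in Aging Veh, 70.0% remained, which leaves a part open. Within groups the score correlated with the length index at r = -0.595 (n = 47, permutation p = 2e-05), rho = -0.318 (permutation p = 0.0308) and r = -0.349 without the 2 farthest libraries.

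The first principal component correlated with the choroid plexus markers at r = 0.985 over the 47 libraries (rho = 0.968, permutation p = 1e-05 for each, the smallest they can give, and r = 0.985 without the 2 farthest libraries), and Kl correlated with them within groups at r = 0.972 (rho = 0.927, permutation p = 1e-05 for each, the smallest they can give, and r = 0.966 without the 2 farthest libraries). A candidate explanation for the spread of Kl and for this component is a varying amount of choroid plexus in the dissected tissue. Ttr, the most abundant of the 10 markers, ranged from 1.66 to 11.91 log2 CPM, and all 10 were among the genes tested. None of the 10 is among the 44 signature genes, the 670 genes of Supplementary Table 3 or the genes called here, a count of 0 for each list. The marker score was lower in Aging Veh (2.17 ± 2.31, SD) than in Young Veh (4.17 ± 1.88, SD), with a permutation p of 0.0279, and a difference of dissection and one of age were not told apart by any test. It did not differ detectably between Aging mPF4 and Aging Veh (permutation p = 0.771).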
